# eIF4E3 forms an active eIF4F complex during stresses (eIF4F^S^) targeting mTOR and re-programs the translatome

**DOI:** 10.1093/nar/gkab267

**Published:** 2021-04-24

**Authors:** Benjamin Weiss, George Edward Allen, Joachim Kloehn, Karim Abid, Pascale Jaquier-Gubler, Joseph Alphonsus Curran

## Abstract

The eIF4E are a family of initiation factors that bind the mRNA 5′ cap, regulating the proteome and the cellular phenotype. eIF4E1 mediates global translation and its activity is controlled via the PI3K/AKT/mTOR pathway. mTOR down-regulation results in eIF4E1 sequestration into an inactive complex with the 4E binding proteins (4EBPs). The second member, eIF4E2, regulates the translatome during hypoxia. However, the exact function of the third member, eIF4E3, has remained elusive. We have dissected its function using a range of techniques. Starting from the observation that it does not interact with 4EBP1, we demonstrate that eIF4E3 recruitment into an eIF4F complex occurs when Torin1 inhibits the mTOR pathway. Ribo-seq studies demonstrate that this complex (eIF4F^S^) is translationally active during stress and that it selects specific mRNA populations based on 5′ TL (UTR) length. The interactome reveals that it associates with cellular proteins beyond the cognate initiation factors, suggesting that it may have ‘moon-lighting’ functions. Finally, we provide evidence that cellular metabolism is altered in an eIF4E3 KO background but only upon Torin1 treatment. We propose that eIF4E3 acts as a second branch of the integrated stress response, re-programming the translatome to promote ‘stress resistance’ and adaptation.

## INTRODUCTION

Translation is the most energy consuming process in the cell and is subjected to regulation (1). Most of this is exerted at the initiation step (2). Initiation involves the loading of the 40S ribosomal subunit onto the mRNA 5′ end and subsequent scanning of the 5′ transcript leader (5′ TL or 5′ UTR – untranslated region) (3,4). This process engages a plethora of eukaryotic translation initiation factors (eIFs) that associate both with the 40S and the mRNA 5′ end. The 40S interacts with eIF3, the ternary complex (TC) eIF2.GTP.tRNA_i_^MET^, eIF1/1A and eIF5. Together they form the 43S preinitiation complex (PIC) that loads onto the mRNA via an eIF3–eIF4G interaction. eIF4G is a member of the eIF4F trimolecular complex that assembles on the 5′ cap and carries the eIF4E cap-binding protein and the eIF4A DEAD-box helicase (5). Once loaded, the PIC scans the 5′ TL until an AUG codon is recognized. This triggers eIF2.GTP hydrolysis, release of the 40S associated initiation factors and the recruitment of the 60S subunit to generate the functional 80S ribosome. The eIF2.GDP generated at each round of initiation is recycled back into its active GTP form by the eIF2B exchange factor (6).

The cellular response to a multitude of stresses impacts the translatome by targeting either eIF2 or eIF4E. The eIF2 activity is regulated by a family of stress activated protein kinases that phosphorylate the eIF2α subunit of eIF2.GDP (7). The P-eIF2.GDP acts as a competitive inhibitor of eIF2B and because the eIF2 concentration is higher than eIF2B, phosphorylation of even a fraction of eIF2 can provoke a rapid fall in the active eIF2B cellular levels (8). Consequently, TC levels fall, affecting negatively global protein synthesis. This pathway is referred to as the integrated stress response (ISR) (9). The regulation of eIF4E is coupled to the assembly of eIF4F. Formation of this complex can be disrupted by the 4E binding proteins (4EBPs) that compete with eIF4G for eIF4E because of their common YxxxxLΦ (Φ being hydrophobic) interacting motif. The 4EBPs are phosphoproteins and their affinity for eIF4E responds to phosphorylation status (10), with hypophosphorylated 4EBPs having strong affinity and hyperphosphorylated forms being unable to interact (11). Phosphorylation is regulated by the mechanistic target of rapamycin complex 1 (mTORC1), a kinase conserved from yeast to human (12). The core mTOR kinase actually exists in two functionally distinct complexes, mTORC1 and mTORC2 (13). The former influences cell growth by targeting downstream effectors that regulate protein translation, including not only the 4EBPs but also the ribosomal protein S6 kinase 1 (S6K1) (14,15). It is responsive to the PI3K/AKT pathway and to intracellular ATP, glucose, and amino acid levels (12). The mTORC2 kinase activity is coupled to extracellular signalling pathways and has been linked to cytoskeletal organization and cell survival (16). Furthermore, the mTORC1 and mTORC2 regulate each other (17).

eIF4E is a family of cap binding proteins that consists of three members in mammals (18,19). eIF4E1 is the prototype of the family and is essential. It has the highest affinity for the eukaryotic 5′ cap structure (m^7^G(5′)ppp(5′)N1), interacting through two tryptophan residues that form an aromatic sandwich around the 5′ m^7^G (20–22). It is a proto-oncogene found over-expressed in 30% of human tumours (23,24). Its oncogenic properties are coupled to its role in the transport of mRNAs from the nucleus to the cytoplasm (25,26). The other two members of the family are eIF4E2 and eIF4E3. eIF4E2 interacts with the 4EBP proteins and is essential for development as knock-out (KO) mice show perinatal lethality (27). This was attributed to the selective translational inhibition of mRNA subpopulations (27). In the adult, it does not appear to play a major role in translation, as it cannot interact with eIF4G1 (18,27,28). However, in hypoxia, it is recruited onto mRNAs through the hypoxia inducible factor HIF1α forming an eIF4F complex with eIF4G3 (29,30). This eIF4F^H^ complex re-programs the translational readout in response to hypoxia-induced stress. The last member of the family, eIF4E3 is non-essential, as the KO mice are viable (IMPC: https://www.mousephenotype.org). The crystal structure of eIF4E3-m^7^Gppp revealed that it interacts with the cap through a single tryptophan and a hydrophobic side chain. The interaction is 40 fold weaker than that formed by eIF4E1 (20). Over-expression studies indicated that eIF4E3 interacted with eIF4G1 and eIF4G3 but not 4EBP (18,31,32). Unlike eIF4E1, eIF4E3 over-expression does not transform cells, however, it does down-regulate the translation of transcripts up regulated upon eIF4E1 over-expression. This led the authors to propose that it is a tissue-specific tumour suppressor (20). An expression profile comparison on cells over-expressing either eIF4E1 or eIF4E3 revealed only modest changes in the translatome with the most significant changes mapping to the transcriptome (31). Reports have also implicated eIF4E3 in the progression of prostate and medulloblastoma cancers (33,34).

In this manuscript, we have dissected the function of eIF4E3. We demonstrate that it forms a functional eIF4F complex during Torin1 induced stress. This is translationally active selecting transcripts based upon 5′ TL length. We have probed the interactome of eIF4E3 establishing that it associates with proteins beyond the cognate initiation factors, suggesting ‘moon-lighting’ functions. Finally, we provide evidence that cellular metabolism is compromised in an eIF4E3 KO background but only under Torin1-induced stress conditions.

## MATERIALS AND METHODS

### Cell culture and treatment

HEK293T, N2a, NIH 3T3 and MEF cells were grown at 37°C in a humidified 5% CO_2_ chamber. The cells were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented by 1% penicillin/streptomycin (Gibco) and 10% fœtal bovine serum (Gibco) for HEK293T, N2a and MEF cells or 5% fœtal bovine serum for NIH 3T3 cells. The DMEM used for N2a cells was pyruvate free.

#### Drug treatment

Cells were treated for 2 h with DMSO or with 250 nM Torin1 (Tocris Biosciences), or for 1 h with 50 μM Ly29004 (Tocris Biosciences) before collection. For glucose starvation, HEK293T cells were washed with PBS and incubated with glucose-free DMEM (Gibco) for 2 h prior to harvesting.

#### N2a eIF4E3 KO

To generate N2a control and eIF4E3 KO cells, N2a cells were transfected with pSpCas9(BB)-Puro empty vector or vectors expressing each of the three gRNAs targeting the eIF4E3 exons (meIF4E3 gRNA exon 1, exon 2, exon 4) using Lipofectamine 2000 (Invitrogen). pSpCas9(BB)-Puro was a generous gift from Dr Rabih Murr (University of Geneva, Switzerland). Cells were selected by treatment with puromycin which was added 72 h post-transfection and maintained for 10 days. Surviving cells were then processed for a second round of transfection and selection.

### Viral particles production and transduction

HEK293T cells at 80% confluence were transfected with the second-generation packaging and envelope vectors (pWPI: https://www.addgene.org/12254/). Viral particles, collected and filtered through a 0.45 μm filter at 48 h post-transfection, were used to transduce HEK293T and N2a cells. Five days later, GFP expressing cells were sorted by flow cytometry.

### Western blot

Protein extracts prepared in Laemmli buffer [50 mM Tris–HCl pH 6.8, 8% (v/v) glycerol, 4% β-mercapto-ethanol, 2% SDS, 0.015% Bromophenol blue] were resolved on SDS-polyacrylamide gels and electro-transferred to PVDF. Antibodies used in this study were: anti-eIF4E1 (Cell Signaling, #9742S), anti-eIF4E3 (Protintech, #17282-1-AP), anti-eIF4G1 (Santa Cruz, sc-133155), anti-eIF4G3 (ThermoScientific PA5-31101), sc-133155), anti-eIF2α (Invitrogen, #44728G), anti-HA (Covance clone 16B12), anti-FLAG (M2 antibody, Sigma), anti-4EBP1 (Cell Signalling, #9452), anti-actin (Millipore, #MAB1501), anti-RPS6 (Cell Signaling, #2317), anti-Phospho-Akt (Ser473) (Cell Signaling, #9271), anti-AKT (Cell Signaling, #9272), anti-phospho-p70 S6 kinase (Thr389) (Cell Signaling, #9205), anti-p70 RPS6 kinase (Cell Signaling, #9202), goat anti-mouse HRP secondary antibody (Bio-Rad) and goat anti-rabbit HRP secondary antibody (Bio-Rad). The Anti-MYC tag was a gift from Prof. Dominique Soldati (University of Geneva, Switzerland) and anti-eIF4A was a gift from Prof. Michael Altmann (University of Bern, Switzerland). Immunoblots were quantitated using Image Lab (Biorad).

### Cap pull down

HEK293T cells were transfected with wild type and tryptophan mutants of HA-tagged eIF4E1 and eIF4E3 using calcium phosphate. Cells were lysed in cap binding buffer [50 mM Tris–HCl pH 7.6, 150 mM NaCl, 2 mM EDTA, 1% (v/v) Triton, 0.5% (v/v) NP40]. 500 μg of protein was incubated overnight at 4°C with m7GTP agarose beads (Jena biosciences, #AC-155S). Beads were washed with cap binding buffer and suspended in 20 μl Laemmli buffer. Input, non-binding and binding fractions were resolved on a polyacrylamide gel.

### Polysome profiling

Polysome profiling was performed as previously described (35). Briefly, 20–60% sucrose (Sigma) gradients were prepared manually in 100 mM KCl, 5 mM MgCl_2_, 20 mM HEPES and 2 mM DTT. N2a cells were treated for 5 min with 50 μg/ml of cycloheximide (Sigma) and then collected in cold PBS containing 100 μg/ml cycloheximide. Cells were pelleted and lysed in polysome lysis buffer [100 mM KCl, 50 mM Tris–HCl pH 7.6, 1.5 mM MgCl_2_, 1 mM DTT, 1 mg/ml Heparin (Sigma), 1.5% (v/v) NP-40, 100 μg/ml cycloheximide] supplemented with protease cocktail inhibitor EDTA-free (Roche) on ice for 20 min. Lysates were cleared by centrifugation (14 000g) and supernatants were loaded onto the gradients. These were centrifuged in a SW41 rotor for three and a half hours at 35 000 rpm at 4°C. After centrifugation, the gradients were analysed through an UV-lamp and an Absorbance detector while being collected in 1 ml fractions using a Foxi Junior Fraction Collector (Isco).

### RNA-seq

N2a cell total RNA was purified using the TRIzol Reagent following the manufacturers’ instructions. Libraries were prepared with the TruSeq stranded RNA Library Prep (Illumina) and sequenced at the iGE3 Genomic Platform (UNIGE) on a Hiseq 4000.

### Ribosome profiling

N2a cells were treated for 2 h with DMSO or Torin1 and then for 5 min with 100 μg/ml of cycloheximide (Sigma). Cells were collected in cold PBS supplemented with 100 μg/ml of cycloheximide and then lysed on ice for 15 min in mammalian lysis buffer [100 mM KCl, 50 mM HEPES pH 7, 1.5 mM MgCl_2_, 1 mM DTT, 1% (v/v) Triton, 5U DNase I (Ambion), 100 μg/ml cycloheximide] supplemented with protease cocktail inhibitor EDTA-free (Roche). Lysates were clarified by centrifugation (10 000 g) and then digested with 7.5 U of RNase I (Ambion). RNA was pelleted and purified on a 1 M sucrose cushion by centrifugation in a S45A rotor at 40 000 rpm for 4 h at 4°C. Pellets were resuspended in TRIzol Reagent (Invitrogen) and RNA was extracted according to the manufacturers instructions. Ribosomal RNA was depleted from the extract (RiboMinus v2 Eukaryote Kit, Invitrogen). RNA fragments with a size ranging from 28 to 34 nt were extracted from a polyacrylamide urea gel and purified by precipitation. RNA was dephosphorylated using T4 Polynucleotide Kinase (NEB). The reverse transcriptase linker was then ligated with T4 RNA Ligase 2 truncated (NEB) and reverse transcribed using M-MLV RNase H minus (Promega). cDNA products were purified on gel and amplified by PCR using the Phusion polymerase (NEB). Libraries were sequenced at the iGE3 Genomic Platform (UNIGE) on a Hiseq 4000.

### RiboSeq and RNASeq mapping

For the Ribo-Seq samples, all fastq files were adaptor stripped using cutadapt. Only trimmed reads were retained, with a minimum length of 15 and a quality cutoff of 2 (parameters: -a CTGTAGGCACCATCAAT – trimmed-only –minimum-length = 15 –quality-cutoff = 2). Histograms were produced of ribosome footprint lengths and reads were retained if the trimmed size was between 25 and 35. For all Ribo-Seq and RNA-Seq samples, reads were mapped, using default parameters, with HISAT2 (36), using their pre-prepared UCSC mm10 genome and index. Only primary alignments were retained and reads were removed if they mapped to rRNA, tRNA and pseudogenes according to mm10 RepeatMasker definitions from UCSC. A full set of transcript and CDS sequences for Ensembl release 84 was then established. Only canonical transcripts [defined by mm10 knownCanonical table, downloaded from UCSC] were retained with their corresponding CDS. Reads were then mapped to the canonical transcriptome with bowtie2 (37) using default parameters.

### Ribo-Seq analysis

The P-site position of each read was predicted by riboWaltz (38) and confirmed by inspection. Counts were made by aggregating P-sites overlapping with the CDS and P-sites Per Kilobase Million (PPKMs) were then generated through normalizing by CDS length and total counts for the sample. Differential expression was performed pairwise between Ctrl or KO triplicates in the presence of Torin1 or DMSO using edgeR (39) on default settings. Transcripts were only kept in the analysis if they had a CPM >1 in all triplicates for either at least one of the conditions in the pairwise comparison. For further analysis transcripts were filtered if their CDS length was not a multiple of three and if they did not begin with a standard start codon (40) and end with a standard stop codon (UAG, UGA, UAA). This left 20351 transcripts. Scaled plots summarizing the p-site depth profile over all relevant genes for the whole CDS were plotted by splitting every CDS in the gene group into 100 equal bins and aggregating the number of p-sites falling in each. They were normalized by counts for each CDS and total counts genome-wide.

### RNA-Seq analysis

Counts were made by aggregating any reads overlapping with the CDS and RPKMs were then generated through normalizing by CDS length and total counts for the sample. Differential expression was performed as with the Ribo-Seq.

### Translational efficiency (TE) analysis

TE was assessed using RiboDiff (41) with default parameters with the same Ribo-Seq and RNA-Seq samples as input, using the same expression pre-filters as the edgeR differential expression analysis.

### Bimolecular fluorescent complementation assay

Yeast vectors containing Venus fragments were a generous gift from Prof. Martine Collart (University of Geneva, Switzerland). The Venus fragments were transferred into a pcDNA3 backbone. EIF4E3 was fused upstream of Venus fragment 1 at the SalI site. The partner was fused to the NotI site upstream of Venus Fragment 2. HEK293T cells were transfected with both plasmids using calcium phosphate at 24 h post-seeding. At 48 h post transfection, cells were treated with DMSO or Torin1 for 2 h. Cells were fixed in methanol at –20°C, stained by DAPI (Sigma) and analyzed by confocal microscopy (Zeiss).

### ATP and NADH assay

5 × 10^4^ control and eIF4E3 KO N2a cells were seeded into a 96-well dish and treated with DMSO or Torin1 for the duration of the assay. At 4 h post seeding and then every subsequent 24 h, ATP and NADH were independently measured using the Cell Glo Titer (Promega) and MTT reagent (Promega) following the manufacturers instructions.

### Seahorse analysis

N2a ctrl or KO cells were pretreated for three days with DMSO or Torin1. 3 × 10^4^ cells were seeded into 96-well plates suitable for a 96-well metabolic analyser (Seahorse XF96, Agilent Technologies). Twenty-four hours later and prior to the assay, cells were washed once with Seahorse XF Base Medium (Agilent Technologies) and incubated with 180 μl of Seahorse XF Base Medium (Agilent Technologies) supplemented with 10 mM glucose and 2 mM glutamine. Cell metabolism was probed using a Mito Stress Test kit (Agilent Technologies). The measurement cycles (mix, wait and measure) were performed according to the standard settings. Three measurements of basal respiration were performed followed by three measurement cycles after the serial addition of 2 μM oligomycin, 0.5 μM carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone (FCCP) and 0.5 μM rotenone and antimycin A. The experiment was repeated twice, each time measuring more than 20 technical replicates. The ATP linked respiration rate, basal respiration rate and extracellular acidification rate were analysed using Wave (Agilent Technologies).

### Dopamine quantification

N2a ctrl and KO cells were plated in six-well plates and treated with DMSO or with Torin1 for the duration of the assay. Four days after treatment, cells were collected in cold PBS, lysed in 0.1% (v/v) Triton X-100 and sonicated using a Branson Sonifier 450 (Branson, Danbury, CT, USA) at full power for 30 s. Cell extracts were then centrifuged at 3000 g for 1 min and the supernatant was used to measure intracellular dopamine through extraction in activated alumina and quantified by ultraperformance liquid chromatography–tandem mass spectrometry (UPLC–MS/MS) (42). Values were normalized to the protein amounts.

### Glycerol gradients

Glycerol gradients were prepared as previously described (43). HEK293T cells were lysed in polysome lysis buffer without cycloheximide. Cell extracts were loaded onto a 5–20% linear glycerol gradient in 100 mM KCl, 5 mM MgCl_2_, and 20 mM HEPES prepared in an SW60 tube. Gradients were centrifuged for 22 h at 40 000 rpm in a SW60 rotor at 4°C. After centrifugation, 10 fractions of 400 μl were collected from the bottom of the tube. Proteins were precipitated by methanol/chloroform precipitation and analysed by western blotting. The pellet was resuspended directly in 40 μl of Laemmli buffer.

### Yeast-two-hybrid

Y2H was performed by Hybrigenics Services (https://www.hybrigenics-services.com/) against the Human Cancer Prostate_RP1 library.

### Co-immunoprecipitation

#### FLAG pull down

HEK293T cells were co-transfected with ^MYC-HIS^4EBP1 (kindly provided by Prof. Chris Proud, South Australian Health and Medical Research Institute) and either human eIF4E3^FLAG^ or murine eIF4E1^FLAG^. They were lysed in polysome lysis buffer containing 100 μg/ml cycloheximide and protease cocktail inhibitor EDTA-free (Roche). 750 μg of protein were incubated with 20 μL of FLAG-beads (Roche) overnight at 4°C. Beads were washed X3 in polysome lysis buffer, resuspended in Laemmli sample buffer and analysed on a SDS-polyacrylamide gel.

#### HA pull down

HEK293T transduced with eIF4E3^HA^ and treated or non-treated with Torin1 were collected in cold PBS before being lysed in IP buffer [50 mM HEPES, 2 mM EDTA, 10 mM Sodium Pyrophosphate, 10 mM β-Glycerophosphate, 40 mM NaCl, 1% (v/v) Triton X-100] on ice. Protein G magnetic beads were incubated with anti-HA antibody before being cross-linked with DSS (Thermo Scientific #88805). They were then incubated with cell lysate overnight at 4°C, gently washed in IP buffer 2 times and finally resuspended in Laemmli sample buffer and resolved on a SDS polyacrylamide gel.

### DNA cloning

**Table:** 

Primer	Sequence
meIF4E3 gRNA1 (+) and (−)	5′-aaacccggggctaacgagcctctc-3′ / 5′-aaacgagaggctcgttagccccgg-3′
meIF4E3 gRNA2 (+) and (−)	5′-caccagtgtgcctcgaatctgaag-3′ / 5′-aaaccttcagattcgaggcacactc-3′
meIF4E3 gRNA4 (+) and (−)	5′-caccgaattgttgttagcgaccat-3′ / 5′-aaacatggtcgctaacaacaattc-3′
eIF4G3 NotI (−)	5′-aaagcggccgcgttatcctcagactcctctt-3′
eIF4G3 HindIII (+)	5′-aaaaagcttatgaattcacaacctcaaac-3′
eIF4G1 NotI (−)	5′-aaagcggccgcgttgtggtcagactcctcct-3′
HSPA8 NotI (−)	5′-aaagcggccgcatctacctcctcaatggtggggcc-3′
HSPA8 HindIII (+)	5′-aaaagcttatggccaaagccgcggcgat-3′
HIF1AN NotI (−)	5′-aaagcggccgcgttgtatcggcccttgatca-3′
HIF1AN HindIII (+)	5′-aaaaagcttatggcggcgacagcggcgga-3′
CDC5L NotI (−)	5′-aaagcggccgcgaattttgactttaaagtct-3′
CDC5L EcorV (+)	5′-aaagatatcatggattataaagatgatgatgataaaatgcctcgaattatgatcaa-3′
XIAP NotI (−)	5′-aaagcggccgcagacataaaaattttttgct-3′
XIAP EcorI (+)	5′-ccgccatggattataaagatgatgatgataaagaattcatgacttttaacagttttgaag-3′
eIF4E1 W56A (+) and (−)	5′-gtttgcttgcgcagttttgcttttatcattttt-3′ / 5′-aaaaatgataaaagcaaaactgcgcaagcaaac-3′
	
eIF4E1 W102A (+) and (−)	5′-tctcatcttccgccataggctcaa-3′ / 5′-ttgagcctatggcggaagatgaga-3′
	
eIF4E3 RT	5′-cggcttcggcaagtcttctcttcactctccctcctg-3′
eIF4E3 (+)	5′-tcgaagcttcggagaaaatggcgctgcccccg-3′
eIF4E3 (−)	5′-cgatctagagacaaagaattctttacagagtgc-3′

The pcDNA3 HA eIF4GI (1-1599) plasmid was a gift from Prof. Nahum Sonenberg (http://n2t.net/addgene) (44). The pcDNA5/FRT/TO V5 HSPA8 plasmid was a gift from Prof. Harm Kampinga (http://n2t.net/addgene:19514) (45). eIF4G3 (Biocat #BC094683-seq-TCHS1003-GVO-TRI) and Th (Biocat #BC156668-seq-TOMS6004-GVO-TRI) were purchased from BioCat. The pcDNA3 eIF4E1-FLAG S53A clone was a generous gift from Prof. David Sabatini (USA).

## RESULTS

### eIF4E3 binds the cap and is not regulated by 4EBP1

eIF4E3 has cap binding activity (20). However, the interaction involves only a single tryptophan residue (W115 in the human protein), whereas eIF4E1 traps the cap between two tryptophans creating an aromatic sandwich (W56 and W110). To confirm the role of W115, HA-tagged versions of wild type and mutant murine eIF4E1 and human eIF4E3 were transiently overexpressed. Cap binding proteins were selected and characterized by western blotting (Figure 1A and B). While we could pull-down WT forms of eIF4E1^HA^ and eIF4E3^HA^, none of the eIF4E1^HA^ single tryptophan mutants (W56A and W110A) or eIF4E3^HA^ W115A were retained.

**Figure 1.**
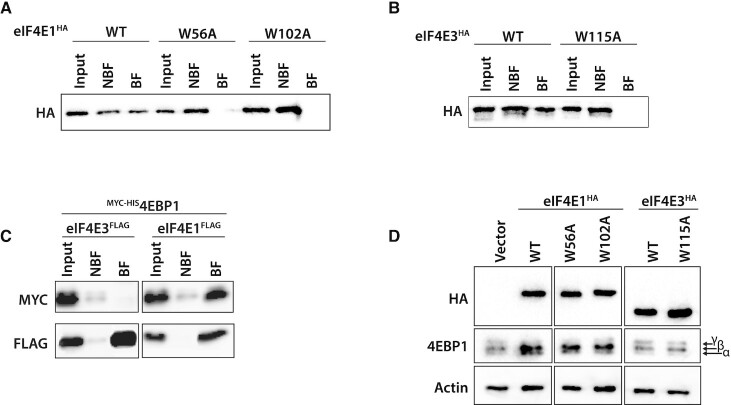
eIF4E3 binds the 5′ cap and is not regulated by 4EBP1. (A, B) Anti-HA Western blots following cap pull down using cell lysates from HEK293T cells transfected with WT or tryptophan mutants of eIF4E1^HA^ (**A**) or eIF4E3^HA^ (**B**). The input, non-binding fraction (NBF) and binding fractions (BF) are indicated. (**C**) Co-immunoprecipitation assays using either eIF4E3^FLAG^ or eIF4E3^FLAG^ transiently co-expressed with ^HIS-MYC^4EBP1 in HEK293T cells. The FLAG tagged proteins were pulled down and the presence of the FLAG and MYC tagged proteins was monitored by Western blotting. (**D**) Western blot showing the phosphorylation status of 4EBP1 (indicated as β/γ with α being the non-phosphorylated form) in HEK293T cells transduced with empty vector, eIF4E1^HA^ WT and tryptophan mutants or eIF4E3^HA^ WT and tryptophan mutant.

The interaction between eIF4E3 and 4EBP1 was probed by transient co-overexpression of a rat ^MYC/HIS^4EBP1, previously reported to interfere with eIF4F assembly in HEK293 cells (46), with eIF4E3^FLAG^ or eIF4E1^FLAG^. eIF4E1^FLAG^ but not eIF4E3^FLAG^ was pulled down with ^MYC/HIS^4EBP1 (Figure 1C), confirming previous observations that had employed purified proteins (18). We also noted that 4EBP1 remained largely hyperphosphorylated (the β/γ forms) in cells expressing eIF4E3^HA^, whereas the hypophosphorylated α form was more evident in cells transduced with eIF4E1^HA^, as previously reported (10,47) (Figure 1D: see also Supplementary Figure S5A). The changes in 4EBP1 phosphorylation status were not affected by any of the mutants. These results demonstrate that eIF4E3 is not being regulated by 4EBP1.

### In normal growth conditions, the eIF4F complex carries mainly eIF4E1

Over-expression/co-IP studies indicated that eIF4E3 could form an eIF4F complex that was named eIF4F(3) (18,31,32). However, we were unable to reproduce these results with endogenous proteins. Therefore, to follow recruitment of the endogenous eIF4E3 into eIF4F complexes we employed glycerol gradients a technique that we had previously employed to analyse TC assembly (35,48). Before loading, the cell extracts were divided into two equal fractions. One was heated in denaturing conditions (+SDS) to disrupt complexes. Gradient analysis of native cell extracts revealed that most of the endogenous eIF4E1 co-sedimented in the lower end of the gradient, namely fractions 3/4, with eIF4G1 and eIF4A1 (Figure 2A). A minor fraction co-sedimented with hypophosphorylated 4EBP1 (fraction 7) but not with hyperphosphorylated 4EBP1 (fractions 8–10). eIF4A1, which is a very abundant cellular protein (49), sedimented in multiple fractions. With regards to eIF4E3, the vast majority of the protein sedimented in the upper half of the gradient from fractions 5–9, with only a minor amount co-sedimenting with eIF4G1 in fraction 4. Our eIF4E3 antibody also detected a faster migrating protein band (indicated as * in the lower panel of Figure 2A) co-sedimenting with the full-length protein in fractions 6–8. Denaturation disrupted all the complexes in the initiation process as confirmed by the shift of eIF4E1/eIF4A (the eIF4F complex) and eIF2α (the TC) to the upper fractions (Supplementary Figure S1A and S1B) (48). These results suggest that under normal growth conditions eIF4F is composed of eIF4E1, eIF4G1 and eIF4A1, with eIF4E3 remaining in the light pool. We next explored if this eIF4F complex is associated with ribosomes by examining the sedimentation profile of ribosomal protein RPS6. We did not find RPS6 within the gradients from the native extracts (Figure 2B). However, it was detected in the SDS-denatured extracts suggesting that under native conditions it was associated only with the 40S subunit that had pelleted i.e. there is no free RPS6 pool in the cytoplasm. This we confirmed by re-suspending the pellets in Laemmli buffer. Western blotting revealed the presence of RPS6 and eIF4E1, eIF4G1 eIF4A1 but not eIF4E3 (Figure 2C). Curiously, despite its small size (∼ 29 kDa for the human), the RPS6 sedimented into the gradient suggesting that it may aggregate or assemble on RNA (the gradient did not contain SDS). Therefore, our sedimentation analysis monitored the formation of complexes not associated with the 40S.

**Figure 2.**
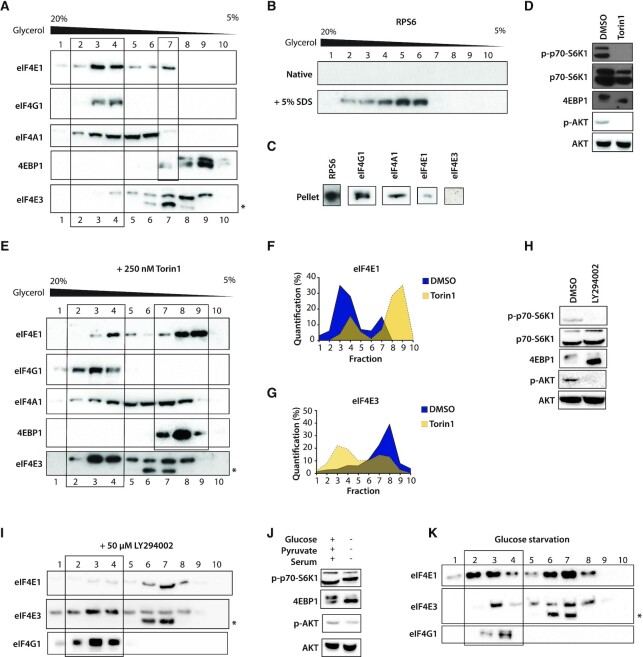
eIF4E3 co-sediments with eIF4F when the AKT/mTOR pathway is inhibited. (**A**) Western blots showing the sedimentation profiles on glycerol gradients of members of the eIF4F complex and of 4EBP1 from HEK293T cell lysates. Fractions 2/3/4 and fraction 7 are highlighted as the regions in which we find eIF4F (based upon the sedimentation of eIF4G1) and eIF4E3, respectively (* indicates a faster migrating band observed in blots using the eIF4E3 antibody). (**B**) Western blots of the sedimentation profiles on glycerol gradients of RPS6 from HEK293T cells lysates treated or non-treated with SDS prior to loading. (**C**) Western blots of eIF4F complex members following resuspension of the gradient pellet. (**D**) Western blots showing the phosphorylation levels of AKT/mTOR pathway members following treatment of HEK293T cells with DMSO or with 250 nM Torin1 for 2 h. (**E**) Western blots showing the sedimentation profiles of members of the eIF4F complex and of 4EBP1 from a lysate of HEK293T cells treated with 250 nM Torin1 for 2 h. Fractions 2/3/4 and fractions 7/8/9 are highlighted as the regions in which we find eIF4F and the majority of eIF4E1, respectively. (F, G) Quantification of the level of eIF4E1 (**F**) and eIF4E3 (**G**) derived from the profiles in panels (A) and (E). (**H**) Western blots showing the phosphorylation status of AKT/mTOR pathway members following treatment of HEK293T cells with DMSO or with 50 μM LY294002 for 1 h. (**I**) Western blots showing the sedimentation profiles of members of the eIF4F complex and 4EBP1 from a lysate of HEK293T cells treated with 50 μM LY294002 for 1 h. The fractions containing the eIF4F complex are indicated by the rectangle. (**J**) Western blots showing the phosphorylation status of AKT/mTOR pathway members following glucose starvation of HEK293T cells for 2 h. (**K**) Western blots showing the sedimentation profiles of members of the eIF4F complex and 4EBP1 from a lysate of HEK293T cells glucose starved for 2 h. The fractions in which the eIF4F complex is located are indicated by the rectangle.

### eIF4E3 sediments with the eIF4F complex when eIF4E1 is sequestered by 4EBP1

Our results confirm that eIF4E3 does not bind 4EBP1. It also does not co-sediment with eIF4G1 in normal growth conditions. We hypothesized that eIF4E3 would assemble an eIF4F complex under conditions in which eIF4E1 is sequestered by 4EBP1. We therefore treated cells with the mTOR inhibitor Torin1 (50). This drug targets both mTORC1 and mTORC2 as confirmed by the dephosphorylation of 4EBP1, RPS6K and AKT-Ser^473^ (Figure 2D). It also does not change the intracellular levels of the eIF4E3 protein (Supplementary Figure S1C). We repeated the sedimentation analysis on extracts prepared from cells treated with Torin1 or with DMSO for 2 h. As expected, a major fraction of eIF4E1 moved from the bottom to the top of the gradient and co-sedimented with hypophosphorylated 4EBP1 (Figure 2E, fractions 7–9). eIF4G1 remained in fractions 2–4 whereas a significant amount of eIF4A1 moved into the lighter fractions 7/8. The presence of eIF4A1 in the fractions spanning 2–8 is consistent with its role in diverse aspects of RNA biology that extend beyond translation initiation (51). A major fraction of eIF4E3 now co-sedimented with eIF4G1 in fractions 3 and 4. Curiously, the sedimentation of the faster migrating band observed on the eIF4E3 blots (*) was unaltered by Torin1 treatment, indicating that it was not recruited into an eIF4F complex. This behaviour suggests that it might be the N-terminally truncated isoform B that was reported not to interact with eIF4G (the eIF4E3 polyclonal antibody used in these studies was raised against the C-terminal region of the protein) (52,53). Therefore, upon mTOR inhibition the sedimentation profiles of eIF4E1 and eIF4E3 are inversed (Figure 2F and G). This indicates that eIF4E3 replaces eIF4E1 in the eIF4F complex when the latter is sequestered by hypophosphorylated 4EBP1.

These results suggest that the PI3K/AKT/mTOR pathway regulates eIF4E3 recruitment into an eIF4F complex. To confirm this, we examined the impact of upstream inhibitors of the mTOR pathway on the sedimentation profiles of eIF4E1, eIF4E3 and eIF4G1. We targeted PI3K activity using LY294002 (54,55). LY294002 caused a loss of AKT-Ser^473^, 4EBP1 and S6K1 phosphorylation (Figure 2H) mimicking Torin1 treatment (Figure 2I). The majority of eIF4E1 moved to the top of the gradient in fractions 8 and 9, and eIF4E3 was now found in the same fractions as eIF4G1. This confirms that eIF4E3 co-sediments with the eIF4F complex when the PI3K/AKT pathway is compromised. We then tried to mimic the effect in a physiological setting. The activation of mTORC1 is nutrient dependent with its Raptor and mLst8 subunits acting as nutrient sensors (56,57). We starved cells of nutrients and a carbon source by removing serum and glucose from the media. After 2 h of starvation, AKT and S6K1 remained phosphorylated whereas 4EBP1 was hypophosphorylated (Figure 2J). A major part of eIF4E1 still co-sedimented with eIF4G1 (Figure 2K). However, some eIF4E3 was also detected in the eIF4G1 fraction (fraction 4). Even though the effect was less marked, physiological conditions such as glucose starvation appear to promote the eIF4E3 interaction with eIF4G1.

### The eIF4E3 interactome

To validate that eIF4E3 could assemble a *bona fide* eIF4F complex we performed a yeast-2-hybrid (Y2H) screen to determine its partners. eIF4E3 was used as a prey and screened against a peptide library originating from human prostate cancer cell lines. This background was selected because eIF4E3 has been implicated in androgen-independent prostate cancer progression (33). About 50 million interactions were tested and 360 clones screened positive. Data mining revealed ten potential partners of eIF4E3 whose functions are listed in Table 1. A selected interaction domain (SID) for each prey sequence is depicted in Supplementary Figure S2A. Among the ten partners were eIF4G1 and eIF4G3, consistent with previous observations that eIF4E3 could form an eIF4F(3) complex with eIF4G1 (31,58) and with eIF4G3 (32).

**Table 1.** eIF4E3 partners as determined by Y2H assay and their known functions

Protein symbol	Name	Known functions	
Angel1 (Ccr4e)	Angel Homolog 10	Part of the CCR4 family due to its C-terminal endo-exonuclease-phosphatase domain (59,101)	
		eIF4E1 partner using a consensus eIF4E binding motif shared with eIF4G1 and 4EBP1 (60)	
		Doesn’t have a negative impact on translation when it interacts with eIF4E1 (60)	
CDC5L	Cell Division Cycle	Homologue of *Cdc5* in *S. Pombe* that's implicated in G2/M transition (102)	
	5 Like Protein	Has Myb-like DNA binding domains, moves from cytoplasm to nucleus on the activation of the MAPK signalling pathway (103) and affects G2 progression in mammals (104)	
		Essential member of a non-snRNA spliceosome complex including hPrp19 (93)	
		Depletion results in mitotic catastrophe (92)	
eIF4G1	Eukaryotic	Scaffolding protein of the eIF4F complex interacting with eIF4E1, eIF4A, eIF4B and eIF4H (3,5)	
	Translation	Has RNA binding activity (105)	
	Initiation Factor	Interacts with PABP, MNK and eIF3 essential for 43S ribosome loading on the mRNA	
	4G1	Interacts with eIF4E3 (31)	
eIF4G3	Eukaryotic	Scaffolding protein of the eIF4F complex (19)	
isoforms A and	Translation	Is recruited to an eIF4F complex with eIF4E1 at cell differentiation (106)	
B (eIF4GII)	Initiation Factor 4G3	Assembles in an eIF4F complex with eIF4E2 under hypoxia conditions thanks to HIF1α (107)	
HIF1AN	Hypoxia Inducible	Dioxygenase and oxygen-dependent asparaginyl hydroxylase (108)	
(FIH1)	Factor 1 alpha inhibitor	Regulates HIF1α activity through hydroxylation in normoxia resulting in HIF1α ubiquitinylation and degradation (109,110)	
		Prevents Bax-mediated apoptosis (111)	
		Efficiently target proteins with an ankyrin repeat domain such as found in the IκB proteins family (112)	
HSPA1A (HSP70-1A)	Heat Shock Protein 1A	Chaperone proteins part of the Hsp70 family Are ∼80–90% homologous Localized in the nucleus, the cytosol, and on the cell membrane Anti-apoptotic proteins (63)	Major stressed-induced Hsp70 protein expressed in human tissues (63)
			Boosts translation by binding to eIF4G in hepatocellular carcinoma (113)
HSPA2	Heat Shock Protein		Constitutively expressed (114)
(HSP70-2)	A		Mainly expressed in testis and then in brain (115)
			Essential for spermatogenesis (116)
			Expressed under hypoxia through the transcription factor HIF1α (117)
HSPA8A (HSC70)	Heat Shock Protein 8A		Constitutively expressed, housekeeping functions (63)
			Involved in a complex with CDC5L (93)
XIAP	X-Linked Inhibitor	Member of the Inhibitors of Apoptosis family IAPs (118)	
	of Apoptosis	Three BIR domains and a E3 ubiquitin ligase used for ubiquitinylation	
		cIAP ubiquitinylates eIF4E (119)	

The SIDs on eIF4G1 and eIF4G3 were overlapping and corresponded to the reported binding site for eIF4E1 (Supplementary Figure S2A), suggesting that eIF4E1 and eIF4E3 compete for the same surface on the scaffolding protein. To confirm the interaction, we performed co-IP. Cells transduced with human eIF4E3^HA^ were treated for 2 h with Torin1 or DMSO, lysed and incubated with beads carrying covalently cross-linked HA antibody. The presence of eIF4G1 and eIF4G3 on the beads was then analysed by Western blot (Figure 3A). Both eIF4G1 and eIF4G3 co-IPed with eIF4E3^HA^ in Torin1 conditions confirming that eIF4E3 assembles into an eIF4F complex during stress (hereafter referred to as eIF4F^S^) with either eIF4G1 (eIF4F^S1^) or eIF4G3 (eIF4F^S3^).

**Figure 3.**
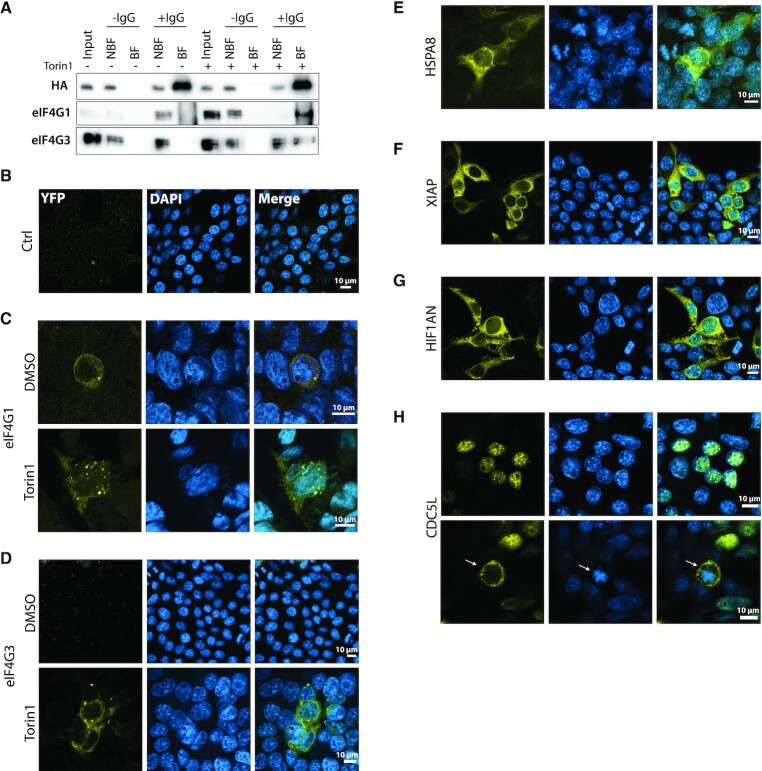
The eIF4E3 partners discovered by Y2H. (**A**) Western blot analysis of the co-IP assay using eIF4E3^HA^ and endogenous eIF4G1 or eIF4G3 starting from a lysate of HEK293T cells transduced with eIF4E3^HA^ treated with DMSO or with 250 nM Torin1 for 2 h. Beads carrying covalently cross-linked Anti-HA Ab (+IgG) were used to immunoprecipitate eIF4E3^HA^. Beads without Ab served as a control (–IgG). (B–H) Bimolecular complementation assay using Venus YFP in transfected HEK293T cells. Images were generated by confocal microscopy. Venus fragment 1 and Venus fragment 2 were fused to eIF4E3 and to one of the tested partners, respectively: empty vector (**B**), eIF4G1 (**C**), eIF4G3 (**D**), HSPA8 (**E**), XIAP (**F**), HIF1AN (**G**) and CDC5L (**H**).

The seven other partners are not linked to translation and show no common motif with the exception of Angel1 with eIF4G1/3 (Supplementary Figure S2B). Angel1 is a member of the CCR4 family (59) and interacts with eIF4E1 via the YxxxxLΦ 4E binding motif. However, it plays no role in translational control (60). Curiously, the same motif is also found on 4EBP. It has been proposed that differences within (S/T)VxxFW surface found on both the eIF4E1 and eIF4E3 proteins may permit the latter to discriminate between 4EBP and eIF4G, and presumably Angel1 (61,62). The other partners are CDC5L that is involved in the G2/M transition during the cell cycle; three heat shock proteins of the HSP70 family that share more than 80% homology (63); the HIF1α inhibitor HIF1AN and the X-linked inhibitor of Apoptosis XIAP. To confirm the interactome, we employed the Split Venus fragment technique that is a bimolecular fluorescent complementation assay (64). The C-term of eIF4E3 was fused to the N-term of Venus (VN210) and the putative partner protein to its C-term (VC210). Cells were co-transfected with eIF4E3-VN and either empty-VC or partner-VC. To test if the interaction responded to Torin1, cells were treated for 2 h 2 days post-transfection. YFP was not observed with eIF4E3-VN alone or in the presence of empty-VC (Figure 3B). The eIF4G1-VC gave an enhanced close proximity signal with eIF4E3-VN during Torin1 treatment although a signal could be detected in the DMSO control (Figure 3C). Even under these conditions of overexpression, a signal with eIF4G3-VC was only observed in Torin1 treated cells, consistent with our co-IP results (Figure 3D). However, HSPA8-VC, XIAP-VC, HIF1AN-VC and CDC5L-VC gave signals independently of drug treatment (Figure 3E–H and Supplementary Figure S3). Interestingly, the signal localization was dependent on the partner tested. For eIF4G1-VC, eIF4G3-VC, HIF1AN-VC, HSPA8-VC and XIAP-VC, the signals were detected exclusively in the cytosol (Figure 3E–G and Supplementary Figure S3). Complexes with CDC5L were observed in the nucleus (Figure 3H, top panel) with a staining reminiscent of nucleoli (Supplementary Figure S3, third panel) (65). We observed cytosolic signals in cells entering mitosis (Figure 3H, lower panel). Our results indicate that trace amounts of eIF4E3 may be present in the nucleus in association with CDC5L.

### eIF4E3 impacts on the translatome in stress conditions: Polysome seeding based on 5′ TL length

With the confirmation that eIF4E3 forms an eIF4F^S^ complex, we sought to exploit a knockout (KO) approach to examine the impact of eIF4E3 loss on the translatome. As HEK293T cells express low levels of eIF4E3, we screened for a cell line in which protein expression was high (Supplementary Figure S4). While eIF4E1 was found in all cell lines tested (Supplementary Figure S4A), the expression level of eIF4E3 varied considerably (it was undetectable in the non-tumoural cell lines NIH3T3, MEF and MRC5, but highest in the mouse neuroblastoma cell line N2a) (Supplementary Figure S4B). We therefore decided to pursue our analysis in N2a cells. Neuroblastoma cells represent cancer cells that arise from chromaffin cells mostly found in the medulla of the adrenal glands (66), a tissue in which eIF4E3 levels in the mouse are also high (https://www.mousephenotype.org/data/genes/MGI:1914142). We KOed eIF4E3 using CRISPR-Cas9 (67). 

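The mouse gene for eIF4E3, Eif4e3, is on the minus strand of chromosome 6 of GRCm38 from 99625135 to 99666771. Its canonical transcript, the one in the deposited tables, has 7 exons, a 5′ TL of 19 nt, a CDS of 621 nt and a 3′ UTR of 1872 nt in the matched annotation. Each of the listed guide sequences, taken from the cloning oligonucleotides without their overhangs, was found at a single place in the chromosomes, with all 20 nt inside the CDS. The sequence listed for exon 1, CCGGGGCTAACGAGCCTCTC, lies from 99666705 to 99666724 in exon 1, which spans 99666628 to 99666771. Cas9 needs an NGG motif (PAM) directly after the target sequence. The genome has GAC after the listed sequence and GGG after its reverse complement, GAGAGGCTCGTTAGCCCCGG, so the PAM belongs to the reverse complement. The exon 2 sequence, AGTGTGCCTCGAATCTGAAG, lies from 99651746 to 99651765 in exon 2 (99651719 to 99651791). It is followed by AAA, and its reverse complement, CTTCAGATTCGAGGCACACT, is followed by CGG. The sequence listed for exon 4, GAATTGTTGTTAGCGACCAT, lies from 99636141 to 99636160 and is itself followed by TGG. Its site is in exon 5 of the annotated transcript, from 99636109 to 99636175.

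**Figure D1:**
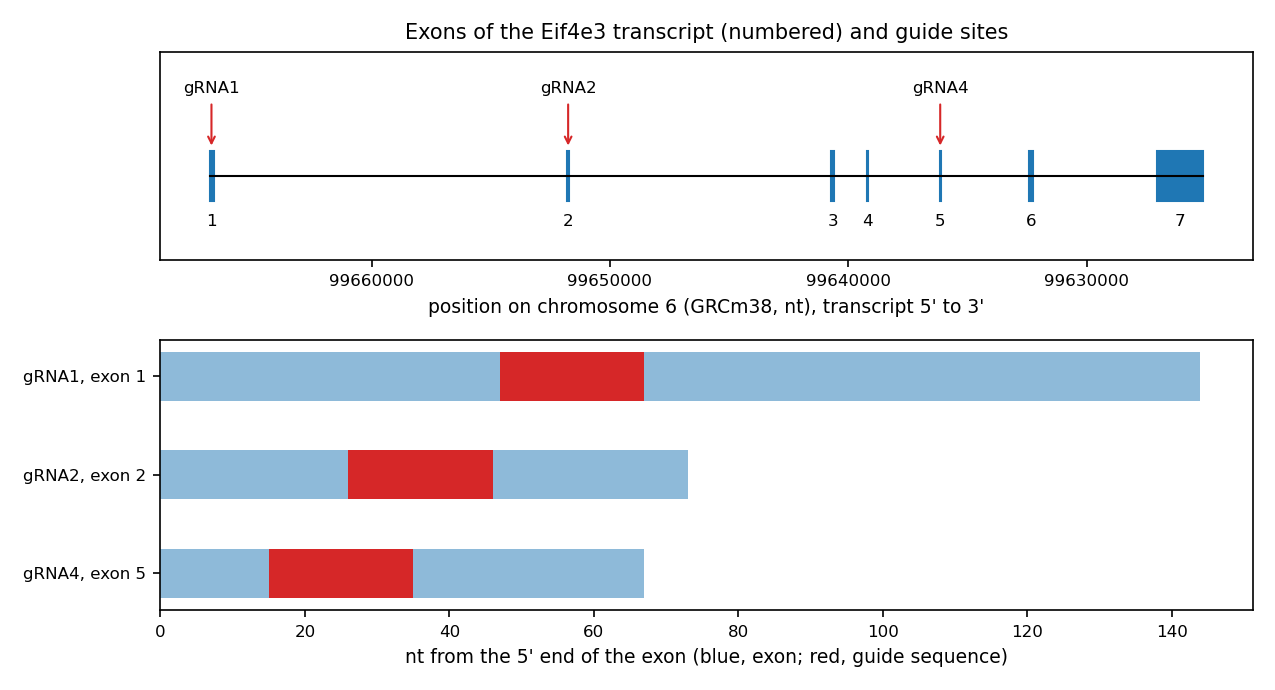
Exons of the Eif4e3 transcript (numbered boxes) against position on chromosome 6 of GRCm38 in nt, with arrows at the guide sites, and below it each targeted exon in nt from its 5′ end (blue) with the guide sequence in red. The guides named for exons 1 and 2 lie in exons 1 and 2 of the annotated transcript, and the guide named for exon 4 lies in exon 5.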

N2a cells were transfected with empty vector (control cells: ctrl) or with three gRNAs targeting exons 1, 2 and 4 (KO cells). Protein expression was reduced to undetectable levels (Figure 4A). We performed polysome profiling on ctrl and KO cells treated with DMSO or Torin1 for 2 h. We did not observe marked changes in the profiles between ctrl and KO cells treated with DMSO (Figure 4B, first panel), but Torin1 treatment reduced the heavy polysomal fraction in both (Figure 4B, second and third panels). However, ctrl and KO cells exhibited very similar profiles in the presence of Torin1 (Figure 4B, fourth pane). Therefore, to quantify the impact of eIF4E3 on the translatome, we turned to ribosome profiling (ribo-seq) (68). This was performed on biological triplicates of ctrl and KO cells treated with DMSO or with Torin1 for 2 h. 

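Ribosome footprints are the stretches of mRNA that a ribosome shields from RNase I, and their number on a CDS reflects how many ribosomes translate it. Torin1, an inhibitor of the mTOR kinase, was used at 250 nM for 2 h on mouse neuroblastoma N2a cells, with DMSO as the vehicle. Ribo-seq libraries of 4 conditions were used here, 3 each of KO DMSO, KO Torin1 and ctrl Torin1 and 2 of ctrl DMSO, since ctrl DMSO replicate 2 was not analysed here. The authors trimmed adaptors with cutadapt, mapped the reads with HISAT2 to mm10 and with bowtie2 to canonical Ensembl transcripts, predicted P-sites with riboWaltz and deposited the number of P-sites on each CDS as counts, without normalization, in a table for each pair of conditions. Over the 10840 transcripts shared by these tables, ctrl DMSO replicate 1 held 4529828 footprints and ctrl DMSO replicate 3 held 669358. The KO DMSO libraries held 2714660 to 5287270 (median 3149374), the ctrl Torin1 libraries 1289340 to 2015878 (median 1655613) and the KO Torin1 libraries 1615424 to 2132433 (median 1937047). From there, each pair of conditions was fitted alone with edgeR's TMM normalization and quasi-likelihood test. The transcripts tested had a CPM over 1 in all libraries of at least 1 of the 2 conditions, the paper's own filter, which 86 to 306 of the transcripts in each ribo-seq table did not pass. A transcript was called where its p-value, adjusted by the Benjamini-Hochberg method, was under 0.05. The paper used edgeR on default settings, and its text does not name which of edgeR's tests.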

The phosphorylation status of 4EBP1 was used to monitor drug treatment using an aliquot of the cell extract sampled before preparation of the ribo-seq library (Supplementary Figure S5A). We obtained good reproducible data with the exception of an outlier in the N2a/DMSO ctrl that was discarded for the analysis (Supplementary Figure S5B). 

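Pearson's r of log2(CPM + 1) across transcripts was 0.956 to 0.986 over the 10 pairs of ribo-seq libraries within a condition, and 0.902 to 0.985 over the 45 pairs from different conditions. Transcripts are not independent replicates, so these values describe similarity and were not tested. With a pseudocount of 0.1 in place of 1, the lowest r within a condition was 0.922. The 10 transcripts with the most footprints held between 4.16% and 6.15% of a library's total, so no library was taken up by a few mRNAs.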

The ribo-seq data showed clear triplicity throughout the annotated CDSs and correct footprint size distribution (Supplementary Figure S5C and D). 

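Total RNA of the 4 conditions was sequenced in 3 libraries each, and all 12 were used. The authors mapped the reads as for the ribo-seq and deposited the number of reads overlapping each CDS, again as counts without normalization and in a table per pair of conditions. The totals over the 12278 transcripts common to these tables were 20548517 to 25993734 in ctrl DMSO (median 22021888), 17952318 to 24357094 in KO DMSO (median 21051022), 17048192 to 24317085 in ctrl Torin1 (median 22269205) and 22764247 to 28911595 in KO Torin1 (median 26229636). Filter, fits and threshold were those of the ribo-seq, and 1465 to 1531 transcripts of each table did not pass the filter. In the table of KO against ctrl in DMSO, 2 columns of each genotype carry the same replicate number. They were used there as replicates without a number, and fits that need the number took those counts from the tables of Torin1 against DMSO. Within a condition, r of log2(CPM + 1) between libraries ranged from 0.985 to 0.997 over 12 pairs.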

The transcriptome was also ascertained in all conditions (Supplementary Figure S5E). This revealed that the steady state level of 36 mRNAs were significantly altered in the ctrl versus KO, with eIF4E3 being the most downregulated in the KO (Supplementary Figure S6A). 

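The targeted gene, Eif4e3, was followed in every library to check the labels. In RNA-seq it had 15.7 ± 4.00 CPM (SD, n = 3) in ctrl DMSO and 3.88 ± 1.11 (SD, n = 3) in KO DMSO, and 14.7 ± 2.60 (SD, n = 3) in ctrl Torin1 and 4.84 ± 0.242 (SD, n = 3) in KO Torin1. Its footprints came to 18.4 ± 2.74 CPM (SD, n = 2) in ctrl DMSO, 2.84 ± 0.488 (SD, n = 3) in KO DMSO, 17.9 ± 5.10 (SD, n = 3) in ctrl Torin1 and 4.38 ± 2.37 (SD, n = 3) in KO Torin1. Every KO library lay below every ctrl library of the same assay and treatment. These values rest on 51 to 467 reads per RNA-seq library and on 4 to 92 footprints per ribo-seq library. The 4 footprints of KO Torin1 replicate 3 give 2.48 CPM, with a 95% confidence interval of 0.675 to 6.34 (exact Clopper-Pearson), and such an interval covers counting error only. Of 10924 mRNAs tested in DMSO, 2 differed between KO and ctrl, and 646 had an unadjusted p under 0.05. Eif4e3 was the 1 with a lower level, at a log2 fold change of -2.05 (standard error 0.242, adjusted p = 0.0312 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Magea8, on chromosome X from 154985775 to 154995850, rose from 1.24 ± 0.115 to 4.29 ± 0.24 CPM after TMM scaling (SD, n = 3 in each condition), a log2 fold change of 1.78 (standard error 0.215, adjusted p = 0.0312 from edgeR). Gm20696, singled out after its values were seen, had a log2 fold change of -2.52 (standard error 0.341) and an adjusted p of 0.0517 from edgeR. All 222 nt of its CDS lie within the CDS of Eif4e3, so its counts are uncertain. The authors' deposited table of this comparison has 61 transcripts with an FDR under 0.05, 25 lower and 36 higher in the KO, and both calls made here are among them. The replicate block, which pairs libraries by their replicate number, moved the count most, to 866 mRNAs, with both calls kept. Both were lost without scaling beyond library size, and also without ctrl DMSO replicate 1, without KO DMSO replicate 1 or without 1 of the ctrl DMSO libraries whose number is doubled, and each of these gave 0 calls. The paper states that the KO altered the steady state level of a small set of mRNAs.

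**Figure D2:**
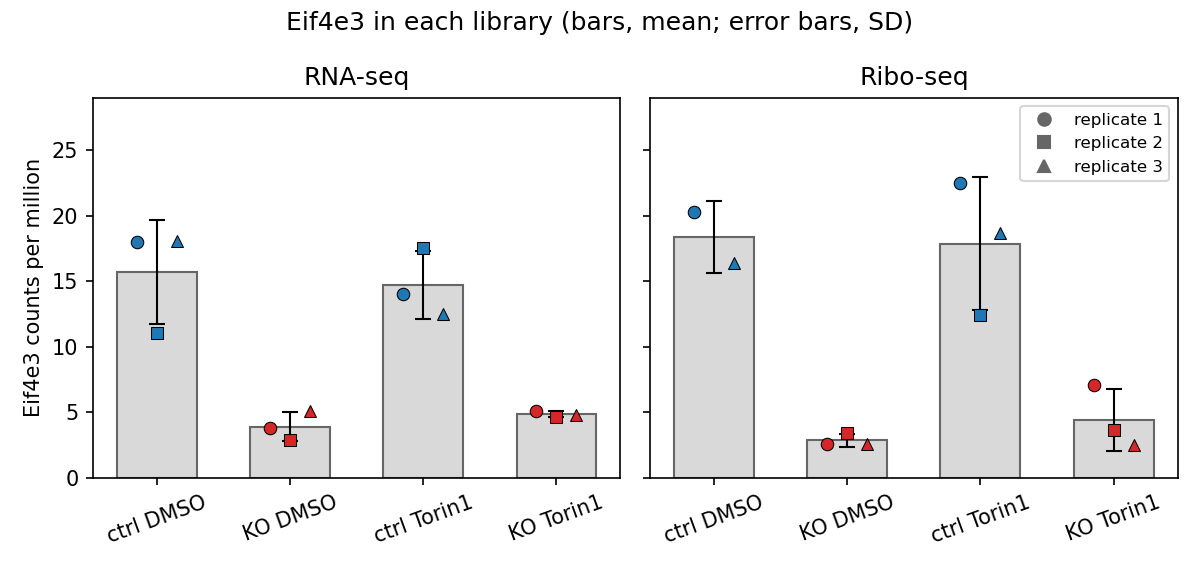
Eif4e3 in CPM in each RNA-seq (left) and ribo-seq (right) library by condition, with bars for the mean, error bars for the SD and a symbol for each replicate. In RNA-seq the KO libraries lie between 2.84 and 5.11 and the ctrl libraries between 11.1 and 18.1.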

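In ctrl cells, the level of 299 of 10958 mRNAs differed between Torin1 and DMSO, 74 of them lower and 225 higher with the drug. Chac1, on chromosome 2 from 119351229 to 119354381, fell from 101 ± 4.4 to 6.39 ± 0.484 CPM after TMM scaling (SD, n = 3 in each condition), a log2 fold change of -3.99 (standard error 0.137, adjusted p = 2.63e-08 from edgeR's quasi-likelihood test). Sesn2 followed with a log2 fold change of -3.91 (standard error 0.174, adjusted p = 2.54e-07 from edgeR). The largest increases were those of Egr2, at 4.65 (standard error 0.308, adjusted p = 5.11e-06), and Egr3, at 4.38 (standard error 0.405, adjusted p = 7.87e-05, both from edgeR). In KO cells, 1097 of 11004 mRNAs differed, 411 lower and 686 higher. There the log2 fold change was -3.84 for Chac1 (standard error 0.112, adjusted p = 1.84e-09) and -3.62 for Sesn2 (standard error 0.0988, adjusted p = 1.59e-09, both from edgeR). Thbs1 had at most 3 reads in each KO DMSO library, so its increase is given as a bound, at least 14.3-fold higher in KO Torin1 (adjusted p = 5.29e-05 from edgeR), and Egr3 rose by 4.75 (standard error 0.309, adjusted p = 2.4e-06 from edgeR). The count in ctrl cells depended on single libraries, since leaving out ctrl DMSO replicate 3 raised it to 1465 and leaving out ctrl Torin1 replicate 2 lowered it to 114. With the replicate block, the counts were 1328 in ctrl and 1797 in KO cells. Whether an mRNA responded differently in the KO was tested by the genotype by treatment interaction over the 4 conditions, in which 0 of 11073 mRNAs passed the threshold and 108 had an unadjusted p under 0.05.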

We also noted that Torin1 treatment modified the transcriptome (Supplementary Figure S6A), an observation already reported (69). 

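With Torin1, the level of 216 of 11007 mRNAs differed between KO and ctrl, 105 of them (48.6%) lower and 111 higher in the KO. Without scaling beyond library size, where the median log2 fold change of all mRNAs was 0.03 in place of 0.01, the split was 72 lower (36%) and 128 higher. Among the mRNAs with a mean of at least 10 reads and no overlap between the libraries of KO and ctrl, the largest decreases were those of Aldh4a1, Eif4e3 and Gm20696. Aldh4a1, on chromosome 4 from 139622866 to 139649690, had a log2 fold change of -1.73 (standard error 0.348, adjusted p = 0.0226 from edgeR's quasi-likelihood test), a call lost in 5 of the 6 fits that each left out a library. Eif4e3 had -1.63 (standard error 0.14, adjusted p = 1.01e-04 from edgeR), and Gm20696, whose CDS lies within that of Eif4e3, had -1.62 (standard error 0.249, adjusted p = 0.00721 from edgeR). The largest increases were in Lrrc4c, 3830417A13Rik and Magea8, with log2 fold changes of 3.03 (standard error 0.44, adjusted p = 0.00552), 2.40 (standard error 0.445, adjusted p = 0.0162) and 1.95 (standard error 0.275, adjusted p = 0.00552), all from edgeR. A single library decided the count, which was 6 without ctrl Torin1 replicate 3 and 174 without ctrl Torin1 replicate 2. The replicate block gave 1041 mRNAs, and fitting all 4 conditions together gave 6.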

The absence of eIF4E3 had a significant additional impact on the transcriptome with half of the differentially expressed (DE) genes (ctrl/Torin1 versus KO/Torin1) being downregulated and the other half upregulated (Supplementary Figure S6A). To assess the impact of eIF4E3 on global translation, translation efficiency (TE) was evaluated from our ribo-seq and RNA-seq data. 

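TE is the ratio of footprints to mRNA on a CDS. It was tested here in one edgeR model over the ribo-seq and RNA-seq counts of a pair of conditions, as the interaction of assay with condition, with TMM normalization within each assay and over the transcripts that pass the filter in both assays. The authors had tested TE with RiboDiff, which was not used here. Of its output, the authors' deposited tables of KO against ctrl in DMSO and in Torin1 were at hand and are named where their values are given. Tested on simulated data with 200 transcripts changed by 1 on the log2 scale, the model recovered 197 of them in counts simulated after the libraries of KO against ctrl with Torin1 and 84 in counts simulated after those in DMSO. All changed transcripts were drawn from those above a minimum mean of footprints per library. Recovery for transcripts with few footprints was not measured and may be lower.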

The TE was unchanged between ctrl and KO (Figure 4C). This is consistent with eIF4E3 playing no role in the translational readout in normal physiological conditions as it is not found in an eIF4F complex. However, Torin1 treatment had a major impact on the translatome in both cell lines, modifying the TE of a number of genes (Supplementary Figure S6A). It is established that the translation of one mRNA subpopulation is highly mTOR dependent. These are referred to as the 5′ Terminal-Oligo-Pyrimidine (TOP) mRNAs and they share a common 5′ TL signature starting with a cytidine immediately after the 5′ cap followed by a 4–14 poly-pyrimidine stretch (70–72). These mRNAs essentially code for ribosomal proteins and translation elongations factors (72,73). 

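In DMSO, 0 of 10475 transcripts had a TE that differed between KO and ctrl at an adjusted p under 0.05, and 426 had an unadjusted p under 0.05, fewer than the 5% that chance alone gives. The authors' deposited table has 0 transcripts with an FDR under 0.05. Each of the alternatives tried for this comparison gave 0 as well. Footprints alone differed for 3 of 10757 transcripts in DMSO. They were Eif4e3, with a log2 fold change of -2.69 (standard error 0.332, adjusted p = 0.00111), Dbh, with -1.10 (standard error 0.168, adjusted p = 0.0132), and Tmsb4x, with 1.35 (standard error 0.226, adjusted p = 0.031), all from edgeR's quasi-likelihood test. Dbh, on chromosome 2 from 27165233 to 27183200, had 91.5 ± 11.2 CPM after TMM scaling in ctrl (SD, n = 2) and 43.9 ± 1.5 in KO cells (SD, n = 3), and its call was lost whichever of the 3 KO DMSO libraries was left out. For Tmsb4x this held without KO DMSO replicate 1 and without KO DMSO replicate 3. The recovery given above means that a TE difference of 2-fold would often not have been detectable.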

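In ctrl cells, Torin1 changed the TE of 488 of 10432 transcripts, of which 448 (91.8%) were lower and 40 higher. The number higher in ctrl cells hung on single libraries, with 157 without the ctrl DMSO replicate 2 RNA-seq library and 7, 4 and 4 without ctrl Torin1 replicates 1, 2 and 3. In KO cells Torin1 changed the TE of 2990 of 10535, 1871 (62.6%) lower and 1119 higher. The counts of ctrl and KO cells, here and for footprints below, are not of equal power. Ctrl DMSO had 2 ribo-seq libraries, and the biological coefficient of variation in TE was 0.135 in ctrl and 0.0911 in KO cells. By edgeR, the direct test of a different response in TE called 0 of 10549, and it recovered 39% of simulated changes of 1 on the log2 scale. The number higher in KO cells was 649, 636 and 719 without KO Torin1 replicates 1, 2 and 3. It was 801, 1404 and 866 without KO DMSO replicates 1, 2 and 3. The directions in both cell lines are relative to the bulk of the transcripts. Without scaling beyond library size, the median log2 fold change of all transcripts was 0.16 in ctrl and 0.24 in KO cells, and the split became 325 lower and 183 higher in ctrl and 1192 lower and 2700 higher in KO cells. By the rule for naming, the decreases in ctrl cells were those of Slc25a30 (log2 fold change -3.75, standard error 0.398, adjusted p = 2.15e-06 from edgeR's quasi-likelihood test) and Papln (adjusted p = 0.00783 from edgeR). Papln had at most 3 footprints in each ctrl Torin1 library, so no size is given, and its call was lost without ctrl Torin1 replicate 2. Chac1 (1.69, standard error 0.283, adjusted p = 4.81e-04) and Sesn2 (1.61, standard error 0.353, adjusted p = 0.00691) increased most by edgeR, and the call of Sesn2 was lost with the replicate block and without ctrl Torin1 replicate 2. In KO cells the rule gave Ldhal6b (adjusted p = 6.5e-04) and Lamb2 (adjusted p = 0.0233) among the decreases, each with too few footprints in KO Torin1 for a size, and Chac1 (2.46, standard error 0.304, adjusted p = 7.44e-07) and Amz1 (2.26, standard error 0.473, adjusted p = 7.31e-04) among the increases, all by edgeR. For Chac1 in both cell lines and Sesn2 in ctrl cells, the mRNA decrease given above was larger in size than the rise in TE. Their higher TE is thus a ratio over less mRNA and does not mean more footprints. The call of Lamb2 was lost in 3 of the 6 fits that each left out a library, those without KO DMSO replicate 1, KO DMSO replicate 2 or KO Torin1 replicate 1. Footprints alone differed for 1670 of 10693 transcripts in ctrl cells (1062 lower and 608 higher) and for 4390 of 10822 in KO cells (2391 lower and 1999 higher). Eef2, on chromosome 10 from 81176631 to 81182498, fell in ctrl cells from 3480 ± 545 (SD, n = 2) to 289 ± 29.8 CPM after TMM scaling (SD, n = 3), a log2 fold change of -3.59 (standard error 0.152, adjusted p = 2.79e-11 from edgeR). Papln was at least 5.11-fold lower and Egr2 at least 3.86-fold higher in ctrl Torin1, and Crebrf rose by 3.72 (standard error 0.526, adjusted p = 4.19e-05 from edgeR). In KO cells the rule gave Pabpc6 and Pabpc2, at least 2.29-fold and 1.75-fold lower and members of a gene family, so that their counts are uncertain, and among the increases Egr2, at least 25.3-fold higher, and Egr1, at 3.87 on the log2 scale (standard error 0.14, adjusted p = 1.84e-20 from edgeR).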

TOP mRNAs selected from a list taken from (72) were downregulated in both cell lines after Torin1 treatment (Supplementary Figure S6A, orange dots) confirming that the drug treatment worked. 

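The list behind the paper's TOP mRNAs is not reproduced in its text. The list used here, the cytosolic ribosomal proteins with Eef1a1, Eef1b2, Eef1d, Eef1g and Eef2, gave 88 mRNAs with a TE in both cell lines. Their median log2 fold change in TE with Torin1 was -1.75 in ctrl and -2.05 in KO cells, and without scaling beyond library size it was -1.58 and -1.81. In ctrl cells 86 of the 88 had a lower TE and 83 were called over all transcripts tested, 85 when adjusted over the list alone. In KO cells 87 were lower and 84 were called, 85 when adjusted over the list alone.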

Their downregulation was similar in both cells lines, meaning that eIF4E3 does not impact TOP mRNA translation (Supplementary Figure S6B, R = 0.96). 

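Across the 88 TOP mRNAs, Pearson's r between the TE change in ctrl and that in KO cells was 0.966 and Spearman's rho 0.953, against an r of 0.685 across all transcripts. The comparisons in ctrl and in KO cells share no library, and r is across mRNAs, which are not independent replicates. With ribosomal proteins alone r was 0.962, and with each library left out in turn it lay between 0.957 and 0.968. A correlation near 1 leaves room for a shift, and 84 of the 88 mRNAs had a larger decrease in the KO, by a median of 0.29 on the log2 scale (-0.29 for KO minus ctrl). Leaving out a library kept the sign of this median, which ranged from -0.15 (without the ctrl DMSO replicate 2 RNA-seq library) to -0.37 (without KO Torin1 replicate 2). Tested over all libraries as the genotype by treatment term of TE, the median of the list was -0.26, with p = 1.15e-10 from camera, which presets the correlation between genes, and p = 0.212 from fry, which does not. From the similar decreases, the paper concludes that eIF4E3 does not impact TOP mRNA translation.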

When comparing the Torin1 treated cells, a considerable number of genes exhibited TE changes in the eIF4E3 KO (Figure 4D). 

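With Torin1, TE differed between KO and ctrl for 299 of 10509 transcripts, and 1776 had an unadjusted p under 0.05. The authors' deposited table has 565 transcripts with an FDR under 0.05, and 298 of the calls made here are among them. In the fits that each left out a replicate from both assays, between 111 (without KO Torin1 replicate 1) and 213 (without KO Torin1 replicate 3) passed the threshold. The replicate block gave 541, among them all 299, DESeq2's interaction model gave 506 and limma-voom gave 161. The difference between Torin1 and DMSO in the effect of the KO on TE was tested as the assay by genotype by treatment term. By edgeR, 0 of 10549 transcripts passed the threshold and 607 had an unadjusted p under 0.05. DESeq2 called 16, of which 15 were lower and 1 higher. In simulated data, the edgeR test recovered 39% of the TE changes of 1 on the log2 scale, planted in transcripts above a minimum mean of footprints.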

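A lower TE in the KO with Torin1 was found for 237 of the 299 transcripts (79.3%). The rule for naming gave Slc8a2, Zxdb and Lama5. Slc8a2 (adjusted p = 0.0244 from edgeR's quasi-likelihood test) had at most 3 footprints in each KO Torin1 library, so no size of its change in TE is given. Footprints alone put it at least 3.66-fold lower in the KO. Zxdb had a log2 fold change of -2.06 (standard error 0.532, adjusted p = 0.0299 from edgeR). Lama5, on chromosome 2 from 180176373 to 180225859, had -1.98 (standard error 0.436, adjusted p = 0.0112 from edgeR). In the fits that each left out a replicate, the call of Slc8a2 and that of Zxdb were each lost in 4 of 6, and that of Lama5 without ctrl Torin1 replicate 3, without KO Torin1 replicate 1 and under limma-voom. In the authors' deposited table, 389 of the 565 transcripts past the threshold have a lower TE in the KO.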

The majority of these genes (ctrl/Torin1 versus KO/Torin1) had a lower TE, meaning their translation under the Torin1-induced stress is eIF4E3 dependent. Nevertheless, about one third had a higher TE, suggesting that eIF4E3 has an inhibitory effect on their translation in stress conditions. 

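The other 62 transcripts had a higher TE in the KO, and the authors' deposited table has 176 such transcripts. In the fits that each left out a replicate, 19 (without ctrl Torin1 replicate 1) to 37 (without ctrl Torin1 replicate 2) were higher. The lower ones numbered 89 to 183 in those fits. Ap3m2, Tank and Zcchc7 had the largest increases here. Their log2 fold changes were 1.3 (standard error 0.35, adjusted p = 0.0387), 1.13 (standard error 0.229, adjusted p = 0.00606) and 1.08 (standard error 0.243, adjusted p = 0.0128), from edgeR's quasi-likelihood test. Tank, on chromosome 2 from 61578586 to 61654171, kept its call under each alternative tried. The call of Ap3m2 was lost under limma-voom and in 5 of the 6 fits that each left out a replicate, all but that without KO Torin1 replicate 3, and that of Zcchc7 without ctrl Torin1 replicate 2 and without KO Torin1 replicate 1. From the mRNAs with a lower TE, the paper concludes that their translation under Torin1 depends on eIF4E3, and from those with a higher TE it proposes that eIF4E3 inhibits their translation under stress.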

The ribosome occupancy on the CDS was similar in all four conditions and it did not change between the down and up regulated populations (Supplementary Figure S6C–E). This result indicates that translation elongation was not altered in the four conditions; hence, TE changes reflect a defect at the level of initiation. As eIF4E3 is a cap binding protein, we looked for possible motif(s) or sequence signature(s) in the 5′ TL of the mRNA subpopulations responding to the KO under stress, namely, the neutral (no significant change in TE – ctrl/Torin1 versus KO/Torin1), stimulated (high TE) or inhibited (low TE). We were unable to find sequence motifs that correlated with each group, even when selecting only the most highly up and down-regulated subgroups. However, whereas the CDS, 3′ UTR and overall mRNA lengths did not vary within the three populations, 5′ TL length was significantly different (Figure 4E). 

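The groups were formed from the authors' deposited tables as the legend of Figure 4E defines them, with the limit on log FC read as an absolute value, which gave 176 High TE, 389 Low TE and 333 No TE change transcripts. Lengths came from the GENCODE annotation of GRCm38 (mouse release 21), in which 99.6% of the 20351 transcripts of the deposited tables were found by identifier. Mean ln lengths were compared by two-sided permutation tests with 100000 resamples, adjusted over all 12 comparisons of 4 regions by the Benjamini-Hochberg method. The geometric mean length of the CDS was 1668 nt in the High TE group, 1464 nt in the Low TE group and 1341 nt in the No TE change group. The CDS of the High TE group was 1.24 times that of the No TE change group (permutation p = 0.00263, adjusted 0.00789), and the other CDS comparisons had adjusted p-values of 0.152 for Low TE against No TE change and 0.083 for High TE against Low TE. For the 3′ UTR, none of the 3 comparisons passed the threshold, with adjusted p-values of 0.2 to 0.847 by permutation. The whole mRNA of the High TE group was 1.15 times that of the Low TE group (permutation p = 0.0106, adjusted 0.0255), and the adjusted p against the No TE change group was 0.0588 for High TE and 0.876 for Low TE. With the groups taken from the fits made here, neither the CDS nor the mRNA comparison passed the threshold.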

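The 5′ TL had a median of 127 nt in the 388 Low TE transcripts with a value, 155.5 nt in 332 No TE change transcripts and 196 nt in 176 High TE transcripts. The geometric means were 117, 145 and 187 nt. The ratio of geometric means was 0.805 for Low TE against No TE change (permutation p = 0.00194, adjusted 0.00776), 1.29 for High TE against No TE change (permutation p = 0.00142, adjusted 0.00776) and 1.60 for High TE against Low TE (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted 1.2e-04). In ln units the SD within a group was 0.984, 0.875 and 0.775 in the same order as the medians, so the groups overlap widely. With the groups from the fits made here, 62 High TE transcripts were left, and their difference in mean ln length from No TE change was 0.252 (adjusted p = 0.082 by permutation), against 0.253 with the deposited groups. Over all alternatives for that comparison, the adjusted p ranged from 0.00544 to 0.082.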

The downregulated population had a significantly shorter 5′ TL compared to the neutral population, whereas the upregulated population had a significant longer 5′ TL (Figure 4E). 

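Mean GC content was taken over the first 50 nt of the 5′ TL, which the 20 nt windows of the plot starting at 0 to 30 nt cover, in transcripts whose 5′ TL is long enough. It was 64.6 ± 10.2% in 166 High TE transcripts (SD across transcripts), 67.6 ± 12.0% in 319 Low TE transcripts and 67.3 ± 10.8% in 296 No TE change transcripts. High TE lay 2.70 points under No TE change (difference -2.70, permutation p = 0.009, adjusted 0.0135) and 3.06 points under Low TE (difference of High TE from Low TE -3.06, permutation p = 0.00514, adjusted 0.0135). Low TE and No TE change differed by 0.364 points (permutation p = 0.695). The differences between groups are smaller than the spread within them.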

The high TE population also exhibited a 5′ TL G/C distribution lower than that observed within both the low TE and non-responsive populations (which were essentially identical: Figure 4F). The results suggest that eIF4E3 can impact both positively and negatively on the translational readout during stress and this correlates mainly with 5′ TL length.

**Figure 4.**
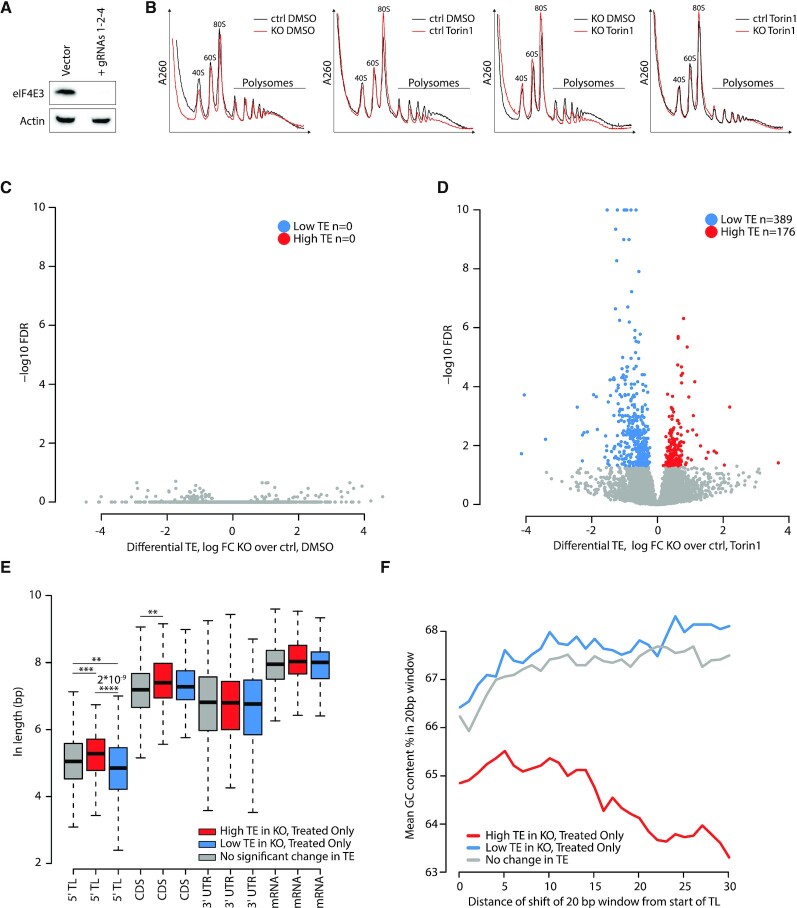
eIF4E3 is involved in translational re-programming during Torin1-induced stress. (**A**) Western blot showing the level of endogenous eIF4E3 in N2a cells after transfection with empty vector or vector containing gRNAs targeting eIF4E3 following antibiotic selection. (**B**) Polysome profiles of N2a cells control (ctrl) and eIF4E3 KO treated with DMSO or 250 nM Torin1 for 2 h. (C, D) Volcano plots of RiboDiff output, showing log2 fold change of differential translational efficiency (TE) comparing KO versus ctrl for DMSO (**C**) and Torin1 (**D**) against the resultant false discovery rate (FDR) of each comparison. Transcripts showing significantly higher or lower TE in KO are highlighted in red and blue, respectively. (**E**) Boxplot comparing lengths of 5′TL, CDS, 3′UTR and mRNA for High TE, Low TE and No TE change groups. We note that 5′TL lengths are significantly higher and lower than control for high TE and low TE groups, respectively. High TE and Low TE groups were defined (using RiboDiff output) as transcripts with FDR <0.05, showing log_2_ TE fold changes for KO/ctrl that are positive and negative, respectively. The no change group was defined as having log FC <0.05 and FDR >0.4 when comparing KO versus ctrl at the TE, ribo-seq and RNA-seq level. (**F**) Plot of mean GC percentage for 20bp windows beginning at the start of the TL and sliding base-by-base up to 30 bases from TL start. This is shown for the High TE, Low TE and No TE change groups defined in the legend of Figure 4E. **P-value < 0.01; ***P-value < 0.001; *P*-value < 0.001. *P*-values < 0.0001 are indicated. No value indicates no significant changes.

### N2a KO cells manifest defects in cellular metabolism under Torin1-induced stress

We were then interested to look at the impact of the KO on the cell phenotype under stress conditions. As the proteome is an excellent marker for the cellular phenotype and correlates better with the translatome than with the transcriptome (74), we exploited only the ribo-seq data to determine what proteins are differentially expressed (Figure 5A). 

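With Torin1, 651 of 10792 transcripts had a different number of footprints in the KO, 433 (66.5%) fewer and 218 more, and 2187 had an unadjusted p under 0.05. The authors' deposited table has 770, and 631 of the calls made here are among them. Among the decreases, the rule for naming gave Slc8a2, Crb2 and Lama5. Slc8a2 is known only as the bound of its footprints, and the log2 fold changes were -2.05 for Crb2 (standard error 0.591, adjusted p = 0.0244) and -2.0 for Lama5 (standard error 0.429, adjusted p = 0.00228), from edgeR's quasi-likelihood test. The footprints of Lama5 went from 12.7 ± 5.65 to 3.19 ± 1.37 CPM after TMM scaling (SD, n = 3 in each condition). The largest increases were those of Wls at 2.30 (standard error 0.536, adjusted p = 0.00458), Nrcam at 2.11 (standard error 0.622, adjusted p = 0.0278) and Gsto1 at 1.67 (standard error 0.424, adjusted p = 0.00978), from edgeR. Wls, on chromosome 3 from 159839737 to 159938664, had 1.6 ± 1.25 CPM in ctrl and 8.28 ± 1.85 in KO cells (SD, n = 3 in each condition). Of the genes the paper names, Eif4e3 (-1.93, standard error 0.37, adjusted p = 6.17e-04) and Cdc5l (0.38, standard error 0.114, adjusted p = 0.0363) passed the threshold by edgeR, the latter in 2 of the 6 fits that each left out a library. Calls of Slc8a2, Crb2, Nrcam and Gsto1 were each lost without KO Torin1 replicate 2. A limit of 1 on the absolute log2 fold change moved the count most, to 91, and without KO Torin1 replicate 2 it was 343. With a library left out, 95 (without KO Torin1 replicate 2) to 159 (without ctrl Torin1 replicate 3) had more footprints. Those with fewer numbered 248 to 353, without the same libraries. The interaction of genotype with treatment, which tests whether the effect of the KO on footprints differs between Torin1 and DMSO, was called for 12 of 10804 transcripts, and for 35 with the replicate block, and 738 had an unadjusted p under 0.05. All 12 had fewer footprints in the KO with Torin1 than the difference in DMSO accounts for.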

In agreement with the TE, the ribo-seq revealed that two-thirds of the mRNAs were downregulated (*n* = 492) and one-third upregulated (n = 278). KEGG analysis demonstrated that each population was enriched in defined pathways (Figure 5B and C) and in functions associated with different cellular compartments (Supplementary Figure S7A and B).

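KEGG and GO terms were not analysed here. Lists of genes that stand for the pathways the paper names were fixed in advance and tested on the footprints of KO against ctrl in Torin1 with limma's camera (preset correlation between genes 0.01), with p-values adjusted over 11 lists, of which 10 passed the threshold. Antigen processing and presentation had a median log2 fold change of -0.63 over 37 transcripts (adjusted p = 3.75e-20), and H2-D1 fell most surely (-1.01, adjusted p = 3.2e-09 from edgeR), with H2-K1 (-1.0, adjusted p = 3.2e-09 from edgeR). Members of this MHC family resemble each other, so their counts are uncertain. Oxidative phosphorylation had -0.21 over 81 transcripts (adjusted p = 1.35e-11), led by Ndufb8 (-0.86, adjusted p = 1.6e-06 from edgeR) and Ndufa9 (-0.68, adjusted p = 2.04e-05 from edgeR). The medians were -0.18 for the TOP list (adjusted p = 4.62e-08 from limma's camera), -0.19 for gluconeogenesis and glycolysis (6.72e-05) and -0.18 for ER translocation and glycosylation (1.05e-04). They were -0.12 for the mitochondrial ribosome (adjusted p = 0.00372 from limma's camera), -0.10 for the TCA cycle (0.00575) and -0.10 for amino acid metabolism (0.0315). The cell cycle and spindle checkpoint list was the one that rose, by 0.11 (adjusted p = 0.00372), with Bub1 (0.48, adjusted p = 0.0101) and Knl1 (0.48, adjusted p = 0.011) first by edgeR. A list of ATF4 targets showed no common direction (median -0.01, 13 of 26 lower, adjusted p = 0.623 from limma's camera). Its called members went opposite ways, Slc7a5 at -1.05 (adjusted p = 3.2e-09) and Ddit3 at 0.69 (adjusted p = 0.0472), both from edgeR. Slc7a5 is also in the dopamine list. Under fry, which estimates the correlation, 5 lists held, namely antigen processing (0.0017), dopamine (0.00253), gluconeogenesis and glycolysis (0.00253), ER translocation (0.00698) and amino acid metabolism (0.00767). Single transcripts were called over all transcripts tested, and when adjusted over the list alone, for 17 and 22 in antigen processing, 21 and 33 in oxidative phosphorylation, 15 and 28 in the TOP list, 5 and 7 in gluconeogenesis and glycolysis, 4 and 8 in ER translocation, 5 and 9 in the mitochondrial ribosome, 2 and 3 in the TCA cycle, 3 and 3 in amino acid metabolism, 3 and 3 in the cell cycle list and 2 and 4 among ATF4 targets. Without scaling beyond library size each of the 11 medians kept its sign. In DMSO, the footprints of the cell cycle list had a median of 0.13 (adjusted p = 0.0121 from limma's camera) and those of the mitochondrial ribosome -0.12 (adjusted p = 0.0324 from limma's camera), about as with Torin1, oxidative phosphorylation had -0.11 (adjusted p = 0.0324 from limma's camera), and ER translocation went the other way, at 0.11 (adjusted p = 0.0121 from limma's camera). The dopamine list (-0.11, adjusted p = 0.0184) and the TOP list (-0.07, adjusted p = 0.0155), both from limma's camera, were also lower in DMSO. Apart from that of the cell cycle list (0.13 against 0.11), each of these medians was smaller in size than with Torin1. Under limma's fry, the adjusted p-values of the 11 lists in DMSO were 0.26 to 0.914.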

**Figure 5.**
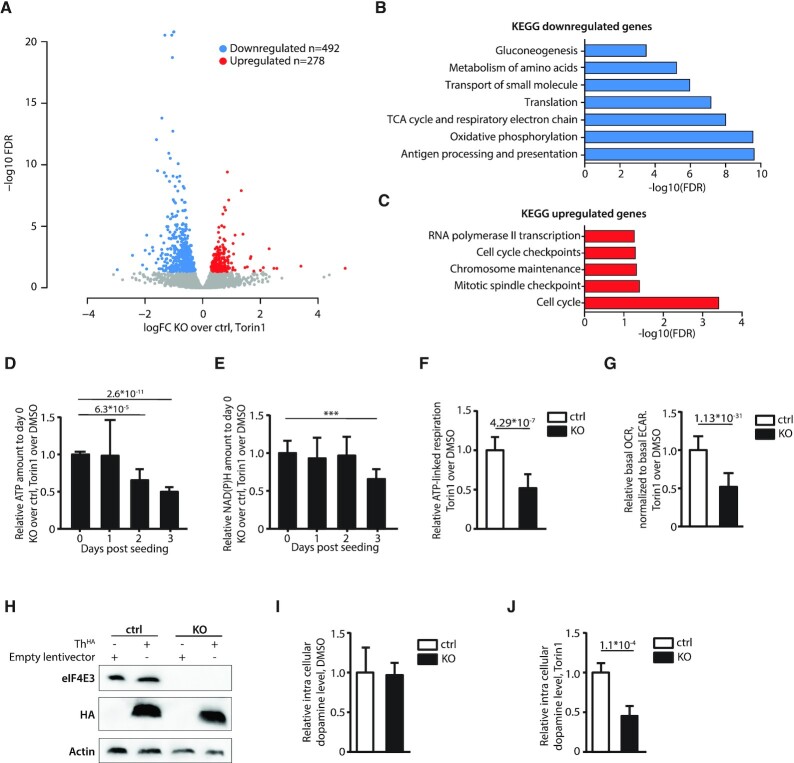
A role for eIF4E3 in the metabolic response during Torin1-induced stress. (**A**) Volcano plot of edgeR output, showing log2 fold change of differential expression of ribosome profiling footprint (RPF) counts for each CDS, comparing KO and ctrl in Torin1. (B, C) Barplot of FDR values for hypergeometric tests showing enrichment of various KEGG terms among genes downregulated (**B**) and upregulated (**C**) in KO vs ctrl, in Torin1. (D, E) Histogram showing the relative ATP (**D**) or NAD(P)H (**E**) levels over time: values represent the [KO treated]/[KO untreated] ratio relative to the [ctrl treated]/[ctrl untreated] ratio normalized to day 0. *P*-values are shown above. (**F**) Relative ATP linked respiration rate in treated relative to untreated ctrl or KO cells. (**G**) Relative oxygen consumption rate (OCR) relative to the extracellular acidification rate (ECAR) of ctrl or KO cells treated with Torin1 normalized to DMSO conditions as measured using the Mito Stress Test kit. (**H**) Western blots using Abs for eIF4E3, HA and actin from N2a ctrl or KO cells transduced with empty lentivector or a vector expressing Th^HA^. (**I**) Histogram of the dopamine levels in ctrl or KO cells treated with DMSO for 4 days. (**J**) Histogram of the dopamine level in ctrl or KO cells treated with Torin1 for 4 days. **P-value < 0.01; ***P-value < 0.001; *P*-value < 0.001; *P*-value < 0.0001 were indicated directly. No value: no significant changes.

To validate the KEGG analysis we chose to explore two metabolic pathways. Firstly, to confirm that cellular metabolism was affected in the KO under stress, the levels of ATP and NAD(P)H were measured in ctrl and KO N2a cells. Since the impact of translatome changes on the proteome will also depend on protein stability, and mammalian proteins have half-lives ranging from hours to days, measurements were performed over several days of drug treatment. Cells were seeded and treated with DMSO or with Torin1 throughout the duration of the assay. Every 24 h, ATP and NAD(P)H levels were assayed and their values normalized to day 0 and to the cells treated with DMSO. ATP and NAD(P)H levels showed a significant decrease at day 2 and day 3 post-treatment, respectively (Figure 5D and E). To test if the reduction in intracellular ATP level was related to reduced mitochondrial respiration as suggested by the pathway enrichment analysis (Figure 5B), we probed the oxygen consumption rate using a 96-well metabolic analyser (Seahorse XF96, Agilent Technologies). Following three days of pre-treatment with DMSO or Torin1, ctrl and KO cells were seeded into 96-well plates and probed 36 h later using a Mito Stress Test kit. The ATP linked respiration rate (difference between basal respiration and respiration following oligomycin addition), was modestly reduced in ctrl cells following Torin1 treatment (20% reduction), but markedly reduced in KO cells (60% reduction), confirming a reduction in ATP production through mitochondrial respiration in KO cells upon Torin1 treatment (Figure 5F). Similarly, KO cells displayed the lowest absolute basal respiration rate (oxygen consumption rate, OCR) as well as the lowest relative OCR when normalized to the basal glycolytic rate (extracellular acidification rate, ECAR). This relative respiration rate was 2-fold reduced in WT cells upon Torin1 treatment, but 3.4-fold reduced in KO cells (Figure 5G). We conclude that mitochondrial respiration is reduced in N2a cells upon Torin1 treatment and that this effect is markedly aggravated in the KO cell line, contributing to reduced ATP levels.

One of the hallmarks of cellular stress in neuroendocrine cells such as neuroblastoma cells is the production of catecholamine (66). However, N2a cells only produce dopamine when differentiated into dopaminergic cells. The differentiation process triggers the expression of tyrosine hydroxylase (Th) an enzyme that is normally weakly express in undifferentiated N2a cells (75). Th catalyses the conversion of l-tyrosine to l-DOPA, an intermediate in dopamine synthesis. 

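The dopamine list, fixed in advance, holds enzymes and transporters of dopamine metabolism, and 14 of its mRNAs were tested. In the KO with Torin1, 13 of the 14 had fewer footprints, with a median log2 fold change of -0.37 (adjusted p = 1.46e-07 from limma's camera). Over all transcripts tested 5 were called, and 7 when adjusted over the list alone. Dbh, which converts dopamine to noradrenaline, had -1.57 (standard error 0.195, adjusted p = 4.61e-07 from edgeR's quasi-likelihood test), and it was also lower in DMSO. Slc7a5, a subunit of an amino acid transporter, had -1.05 (standard error 0.104, adjusted p = 3.2e-09 from edgeR) with Torin1 and 0.05 (standard error 0.151, adjusted p = 0.949 from edgeR) in DMSO, and its interaction of genotype with treatment was -1.10 (standard error 0.177, adjusted p = 0.00544 from edgeR). Spr, at -0.97 (standard error 0.244, adjusted p = 0.00961), Gchfr, at -0.69 (standard error 0.215, adjusted p = 0.0427), and Slc18a2, at -0.40 (standard error 0.126, adjusted p = 0.0481), completed the calls by edgeR. In DMSO, where none of these 3 was called over all transcripts, Spr had -0.38, Gchfr -0.70 and Slc18a2 0.19. The list was lower there too, with a median of -0.11 and 9 of 13 mRNAs lower (adjusted p = 0.0184 from limma's camera and 0.478 from fry). Adjusted over the list alone, 2 of the 13 were called in DMSO. Of the 13 mRNAs of the list in the interaction, Slc7a5 alone passed the threshold. Th, on chromosome 7 from 142892752 to 142900014, had 4.8 ± 2.59 CPM after TMM scaling in ctrl Torin1 and 2.93 ± 0.733 in KO Torin1 (SD, n = 3 in each condition), a log2 fold change of -0.59 (standard error 0.528, adjusted p = 0.558 from edgeR), which this depth does not resolve from no change. In DMSO the change of Th was 0.03 in mRNA (standard error 0.21, adjusted p = 0.97) and 0.05 in footprints (standard error 0.597, adjusted p = 0.989), both from edgeR. With Torin1, the mRNA of Th changed by -0.22 (standard error 0.183, adjusted p = 0.572) and TE by -0.36 (standard error 0.553, adjusted p = 0.797), both from edgeR. From the ribo-seq, the paper proposes that the KO also influences dopamine synthesis under Torin1.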

Mining of the ribo-seq data suggested that the KO under Torin1 conditions would also influence this metabolic pathway. To investigate this, both ctrl and KO cells were transduced with lentivectors carrying Th^HA^ (Figure 5H). This restored the production of dopamine in both backgrounds as evidenced by an increase in its intracellular (i.c.) levels (Supplementary Figure S7C). Cells were then treated for four days with Torin1 or DMSO and i.c. dopamine levels determined. While we did not observe any significant change under DMSO conditions (Figure 5I), KO cells under Torin1 had about 50% less, i.c. dopamine compared to control (Figure 5J).

## DISCUSSION

The function of the eIF4E3 remains somewhat enigmatic. It has been described to function as a tumour suppressor via its ability to compete with eIF4E1 for the 5′ cap with an apparent inability to interact with eIF4G (20), and as a promoter of tumourigenicity, a gain of function phenotype reminiscent of an oncogene (33,34). The KO mice are viable, and no predisposition to tumour formation was reported. To further ‘cloudy the waters’, studies concluded that eIF4E3 could interact with eIF4G1 and eIF4G3 (18,58) but not the 4EBPs (18) and its over-expression potently stimulated the expression of a reporter (58). Our own transient expression/co-IP assays are consistent with the body of these studies specifically with regards to eIF4E3s interaction with the 5′ cap plus eIF4G1 and its ‘non-interaction’ with 4EBP (Figure 1). However, all these studies employed transient over-expression, *in-vitro* protein expression or purified tagged proteins/peptides. None actually probed what is happening with the endogenous protein in the cellular environment. Employing a sedimentation profiling protocol we observed that in normally growing cells, the endogenous eIF4E3 was not in an eIF4F complex, probably because it was unable to compete with the endogenous eIF4E1 for the eIF4G pool. However, upon Torin1 (an inhibitor of the mTOR kinase), or LY294002 (an inhibitor of PI3K) treatment, and the sequestering of eIF4E1 by the hypophosphorylated 4EBPs, the eIF4G pool is liberated and eIF4E3 can now assemble into an eIF4F complex (Figure 6). This observation is consistent with an eIF4G competition model and the observations of Landon and co-workers (31). Since all drug treatments mimic cellular stress pathways that target the PI3K/AKT/mTOR pathway we refer to this complex as eIF4F^S^ (76–79). Furthermore, our interactome studies demonstrate that this complex will assemble around both eIF4G1 (eIF4F^S1^) and eIF4G3 (eIF4F^S3^). Roberts and co-workers, (58) recently proposed that up to eight eIF4F complexes could exist in the cell composed of different combinations of the eIF4E, eIF4G and eIF4A family members. These conclusions derived from an RNA tethering assay using over-expressed proteins. Our current study extends this observation by establishing that these alternative eIF4F complexes can form with endogenous proteins and their composition can be regulated by physiological changes in the cell, drug-targeted mTOR inhibition or even glucose starvation (Figure 6). Thus, like eIF4E2, that assembles an eIF4F^H^ complex during hypoxia, eIF4E3 will assemble an eIF4F^S^ complex during stresses that target the availability of both eIF4E1 and eIF4E2 because both have been reported to interact with the 4EBPs (18). It also confirms the model initially proposed by Ho and Lee (19) in which they envisaged the assembly of specific eIF4F complexes as a response to changing physiological conditions, producing what they referred to as the ‘adaptive translatome’.

**Figure 6.**
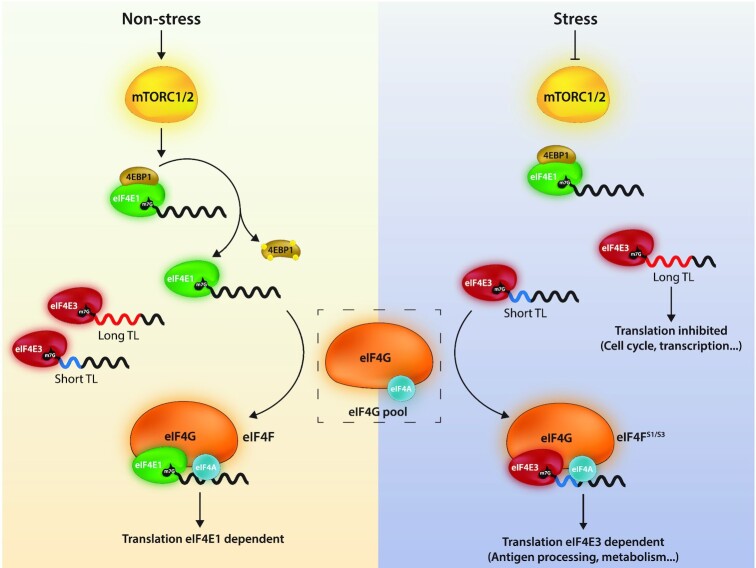
Model for the role of eIF4E3 in re-programming the translational readout during stress.

Having established a link between eIF4E3 and eIF4F^S^, what does this mean for the adaptive translatome? Studies that have previously probed this question used transient eIF4E3 over-expression in ‘non-stressed’ cells analysed by polysomal profiling (31). However, ours is the first study on the comparative translatomes of a ctrl versus eIF4E3 KO using ribo-seq, a technique that gives a quantitative ‘snap-shot’ of the translatome, after 2 h of Torin1 treatment (68,80). It reveals that the impact of eIF4E3 loss only becomes apparent upon stress, a result compatible with the inability to assemble an eIF4F^S^ complex in the KO background. The translational response to stress is complexed, but it turns around two key initiation factors, namely eIF2 and eIF4E (76,78,81). As alluded to in the introduction, despite the fact that the ISR reduces global protein expression, mRNA subpopulations continue to be expressed. This involves a selective re-seeding of the polysome with mRNA transcripts carrying uORFs within their 5′TL (80,81). Decoding of the CDS is then assured by a mechanism referred to as translational reinitiation (82–84). Hence the adaptive modification of the translatome is responding to features within the mRNA 5′ TL. Torin1 induced translational stress targets mainly the availability of eIF4E1 via eIF4E1-4EBP1 (79,85). Our KO studies reveal that it is specifically as a response to this stress that eIF4E3 drives the formation of the adaptive translatome. In the absence of the drug, the translatomes of ctrl and KO are very similar (compare Figure 4C and D). As with the ISR, this re-seeding phenotype correlated with a specific feature within the 5′ TL, in this case length (Figure 4E). Transcripts with low TE in the KO/Torin1 cells tended to have shorter 5′ TLs and those with high TE longer TLs, relative to the non-responsive mRNA population. The high TE population also exhibited a G/C distribution downstream of the 5′ cap significantly different from both the low TE and non-responsive populations (Figure 4F). Therefore, under stress, the eIF4F^S^ complex will preferentially engage and drive the expression of transcripts with short 5′ TLs (Figure 6). This is somewhat reminiscent of the behaviour of eIF4E1, which also tends to select short 5′ TLs (86). Many housekeeping genes carry short 5′ TLs or TISU (translation initiator of short 5′ TL) elements (87–89). These genes tend to regulate metabolic pathways essential for cell survival. The results of our KEGG analysis of the downregulated gene set would suggest that the eIF4F^S^-driven expression serves to ensure that at least basal levels of metabolic function are maintained (Figure 5B). We experimentally confirmed this by demonstrating that mitochondrial respiration was negatively impacted by the loss of eIF4E3 upon extended Torin1-induced stress (Figure 5D–G). What is happening at the molecular level with regards to how the eIF4F^S^ selects these short TLs is unclear. Recent studies position the eIF4E1-4EBP on the 5′ cap (85,90). The eIF4E1 has higher cap affinity than eIF4E3 and would presumably be positioned on the most accessible 5′ ends, i.e. those of short non-structured 5′ TLs. However, one must assume that during stress, the eIF4F^S^ complex can displace the eIF4E1–4EBP to promote PIC recruitment or that eIF4E3 already sits on the 5′ cap of specific transcript subpopulations, possibly because of an interaction with additional RNA binding proteins (although none were signalled on the Y2H analysis), awaiting the release of eIF4G. Curiously, we also observe a significant group of genes whose ribosome occupancy increased in the KO during Torin1 treatment. Modelling this effect is by no means evident, as it would seem that eIF4E3 is acting as a translational repressor on mRNA subpopulation(s). These are expressed only in the absence of eIF4E3 and only during stress. Aside from the effect on ‘house-keeping’ functions, we also probed an N2a cell-specific function that appeared during our data mining. We were also able to demonstrate changes in intracellular dopamine levels in ctrl versus KO following extended Torin1 treatment (Figure 5I and J). Long drug treatment almost certainly introduces secondary effects, particularly in the transcriptional program. However, it takes time for changes in the translatome to impact the proteome because many of these metabolic enzymes are stable (91).

The Y2H interactome study also produced a number of hits for proteins that are not thought to play any direct role in translational control (Table 1). Some of these we confirmed experimentally but unlike the interaction with the eIF4Gs, these occurred independently of stress. This included the transcription factor CDC5L, essential for the G2/M transition (92) and involved in the spliceosome complex (93). Interestingly, Abdelfattah and coworkers (34) published that eIF4E3 is required for G2/M progression in medulloblastoma cells. CDC5L shuttles from the cytoplasm to the nucleus upon activation of the MAPK pathway (93). eIF4E3 is essentially a cytoplasmic protein although it has been observed in the nucleus upon over-expression (20). eIF4E1 is also known to shuttle between nuclear and cytoplasmic compartments via the transporter eIF4ENIF1 (25). However, this transporter was not flagged in our interactome study. CDC5L may therefore be serving as the eIF4E3 transporter linking eIF4E3 function to the cell cycle.

## CONCLUSION

Bi-directional cross talk between the mTOR and ISR pathways has been extensively documented (94–98). Indeed, a recent translatome/proteome analysis of the cellular stress response concluded that all stress pathways converged with the aim of conserving a protein readout that assures cell function and survival (99). We propose that eIF4E3 serves as a second arm of the ISR responding to changes in the PI3K/AKT/mTOR pathway that compromise eIF4E1-mediated ribosome recruitment. The formation of eIF4F^S^ serves to ensure continued cap-dependent PIC recruitment and a selective re-seeding of the polysome (Figure 6). It provides a molecular model for how mTOR down-regulation can increase resistance to some types of stress (76).

## DATA AVAILABILITY

The data presented in this manuscript have been deposited in NCBI’s Gene Expression Omnibus (100) and are accessible through GEO series accession number GSE167324 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167324).

## Supplementary Material

gkab267_Supplemental_File Click here for additional data file.

# Supplementary material for: eIF4E3 forms an active eIF4F complex during stresses (eIF4FS) targeting mTOR and re-programs the translatome
**Source:** Nucleic Acids Res. 2021 Apr 24;49(9):5159–76. doi: 10.1093/nar/gkab267
**Supplement:** gkab267_Supplemental_File

## Supporting material

A

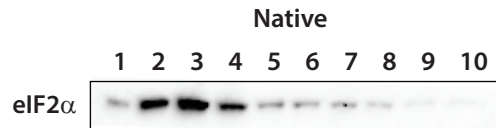

B

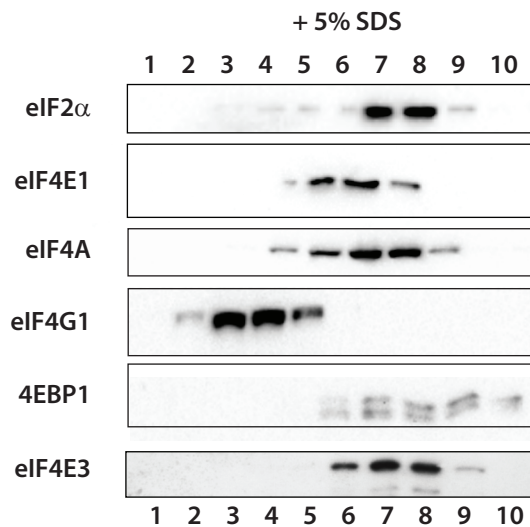

C

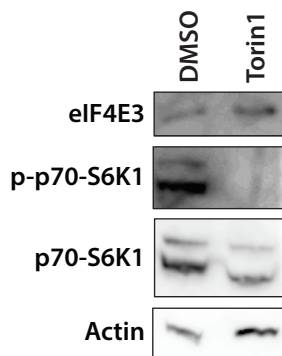

**Figure S1. Glycerol gradients can be used to follow the eIF4F complex assembly and the expression of eIF4E3 does not change during Torin1 treatment. A.** Western blots showing the sedimentation profiles on glycerol gradients of eIF2 $\alpha$  from HEK293T cell lysates. **B.** Western blots showing the sedimentation profiles on glycerol gradients of members of the eIF4F complex, 4EBP1 and eIF2 $\alpha$  from HEK293T cell lysates treated with 5% SDS and heated at 65°C. **C.** Western blots showing eIF4E3 and members in HEK293T cells after treatment with Torin1.

**A**

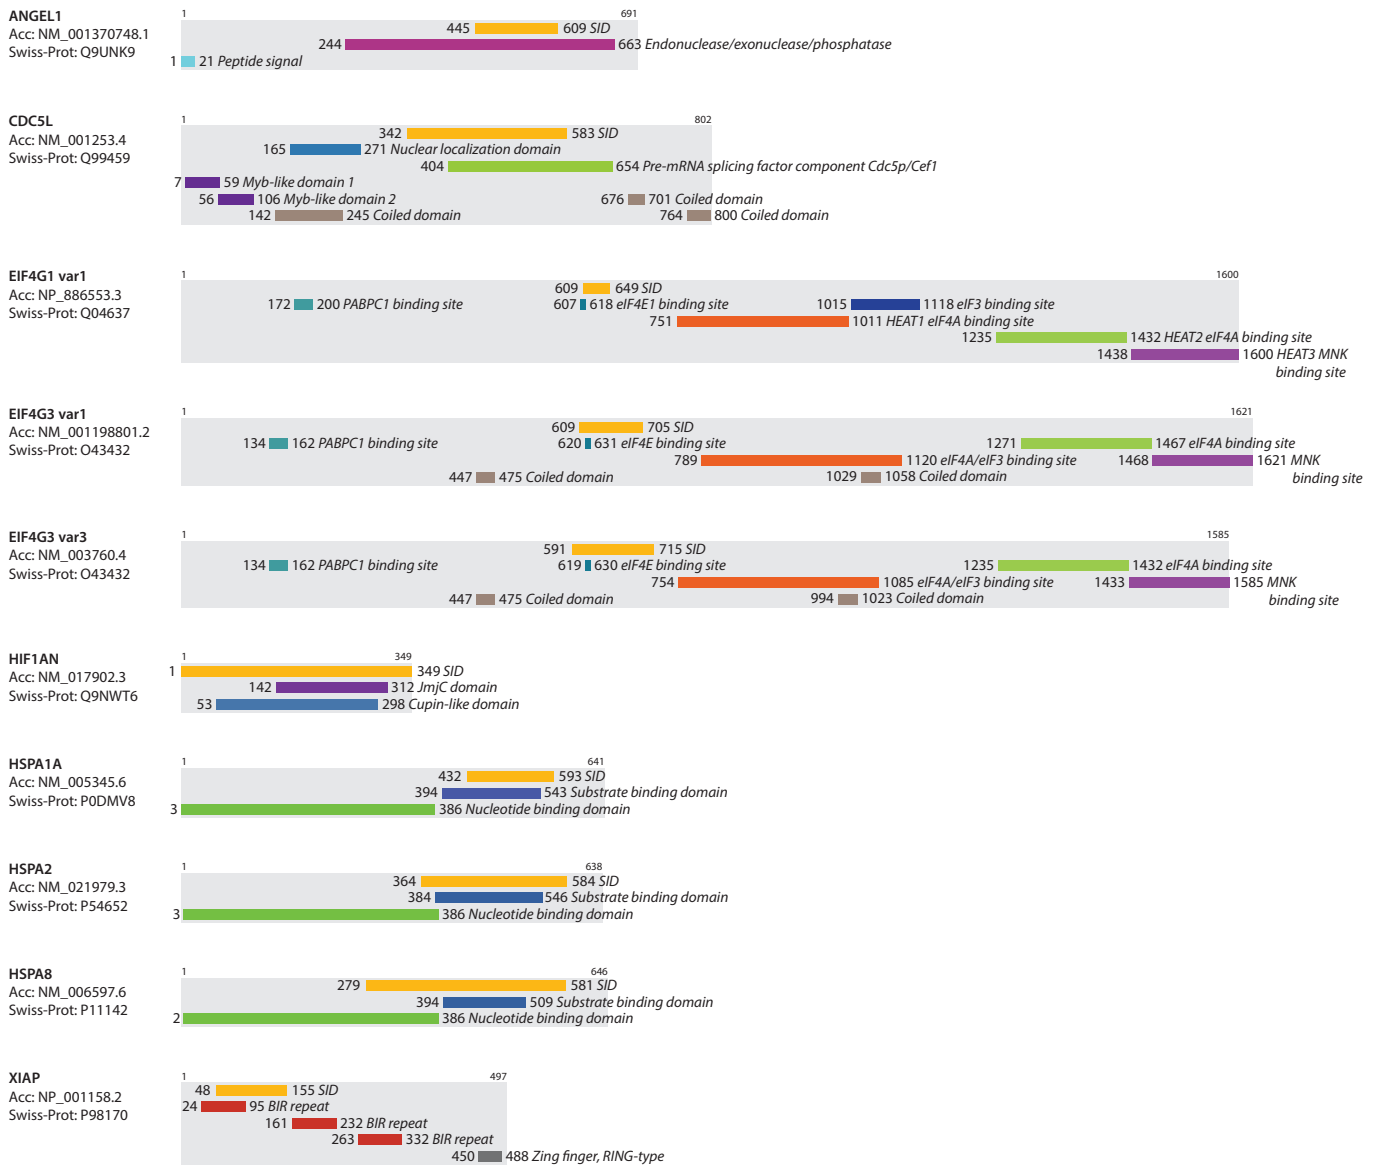

**B**

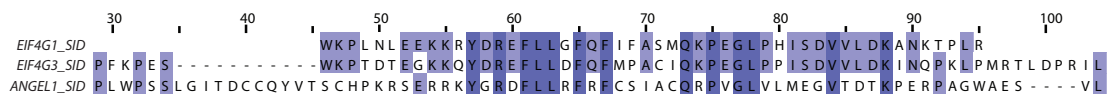

**Figure S2. Representation of the Y2H results protein sequences and analysis of the localisation of the selected interaction domain (SID).** **A.** The eIF4E3 partners are represented according to their peptide chain length. The selected interaction domains as determined by Y2H, and the known functional domains of each protein are indicated. The SID is indicated in yellow. **B.** Sequence alignment of the SID identified on Angel1, eIF4G1 and eIF4G3 for eIF4E3 as represented with Jalview.

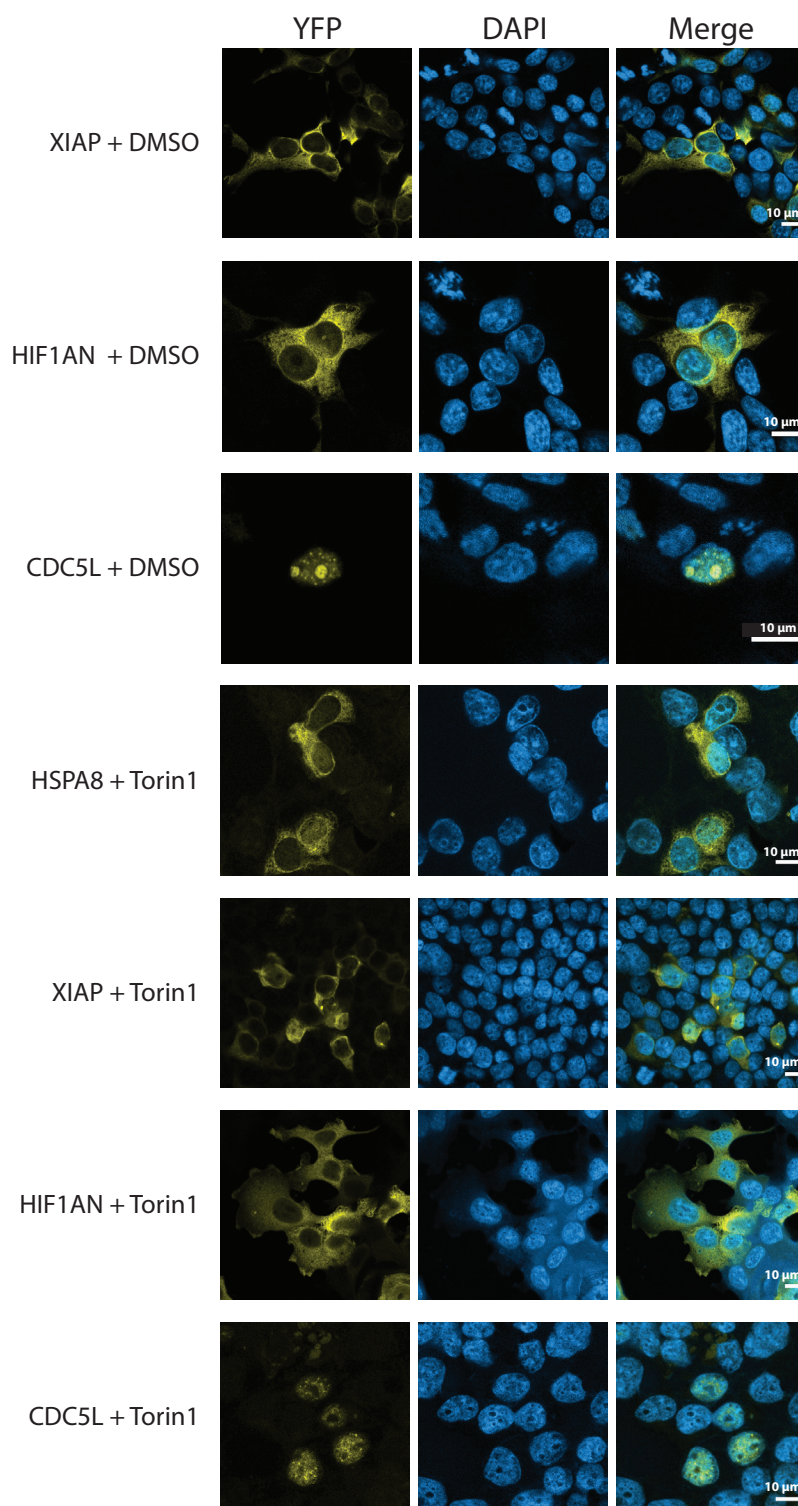

**Figure S3. The eIF4E3 partners discovered by Y2H.** Bimolecular complementation assay using Venus YFP performed in transfected HEK293T cells treated for 2 hours with DMSO or with 250 nM Torin1 and monitored by confocal microscopy. Venus fragment 1 and Venus fragment 2 were respectively fused to eIF4E3 and to one of the test partners. These are indicated at the side of the left hand panel. The YFP, DAPI and merged images are shown.

**A**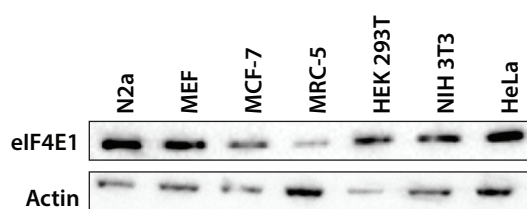**B**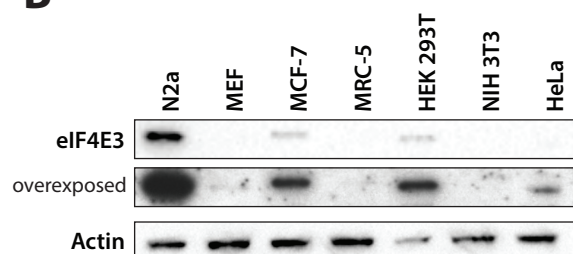

**Figure S4. Expression level of eIF4E1 and eIF4E3 in cell lines.** Western blots showing the level of expression of eIF4E1 (A) and eIF4E3 (B) in several mammalian cell lines.

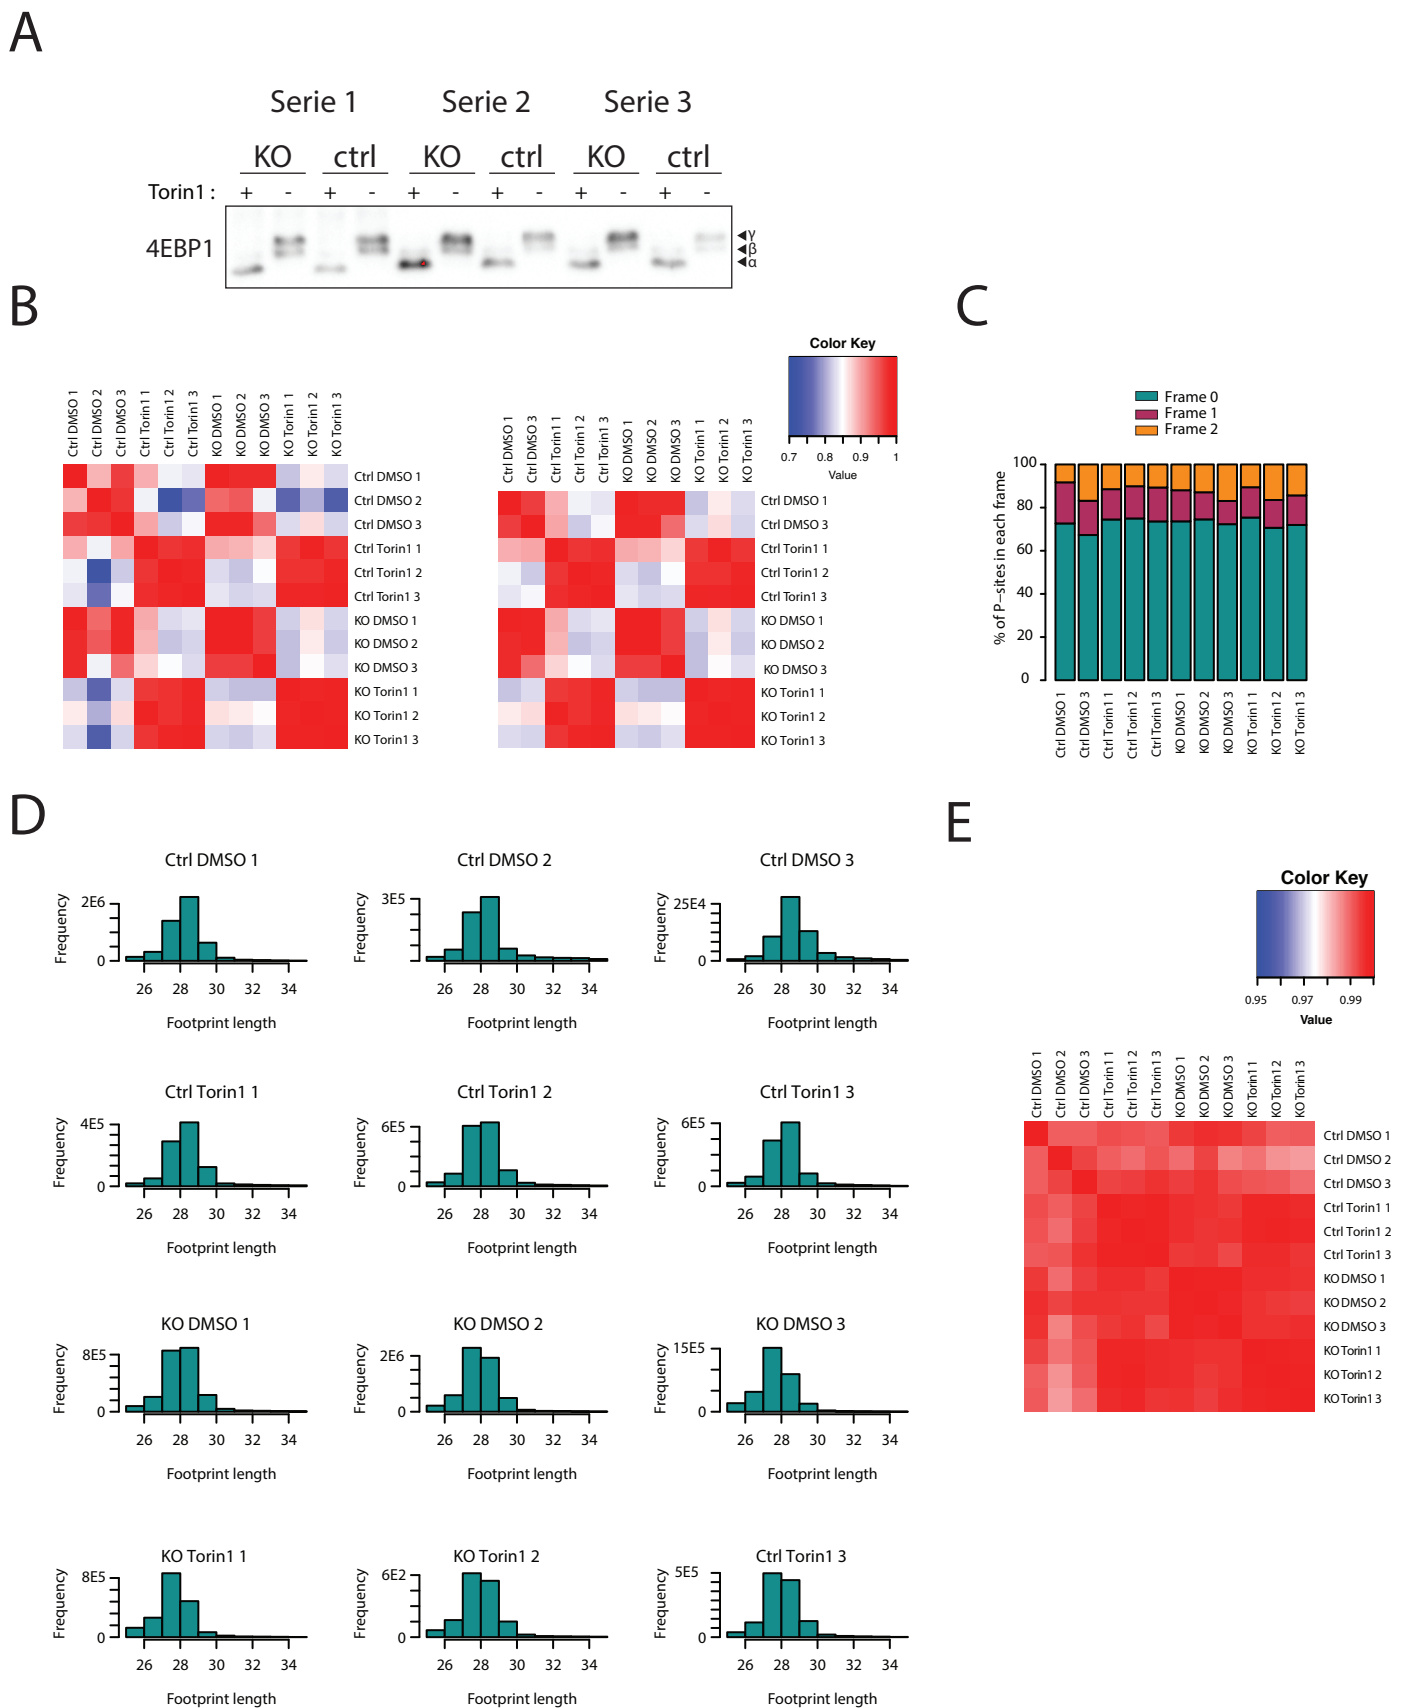

**Figure S5. Quality control analysis of the RNA-seq and Ribo-seq data.** **A.** Western blot showing the phosphorylation levels of 4EBP1 after treatment with DMSO or 250 nM Torin1 in the three replicates used for ribosome profiling. **B.** Heatmap of pairwise Pearson correlations of log2 RPKMs of ribosome footprinting data. These compare all individual samples, including (**left**) and excluding (**right**) Ctrl DMSO 2. This sample was removed in all downstream analysis. **C.** Barplot of the percentage of predicted P-sites found in each frame, summed over all CDS. **D.** Histograms of ribosome footprint lengths for each sample. **E.** Heatmap of pairwise Pearson correlations of log2 RPKMs of RNASeq data for all samples.

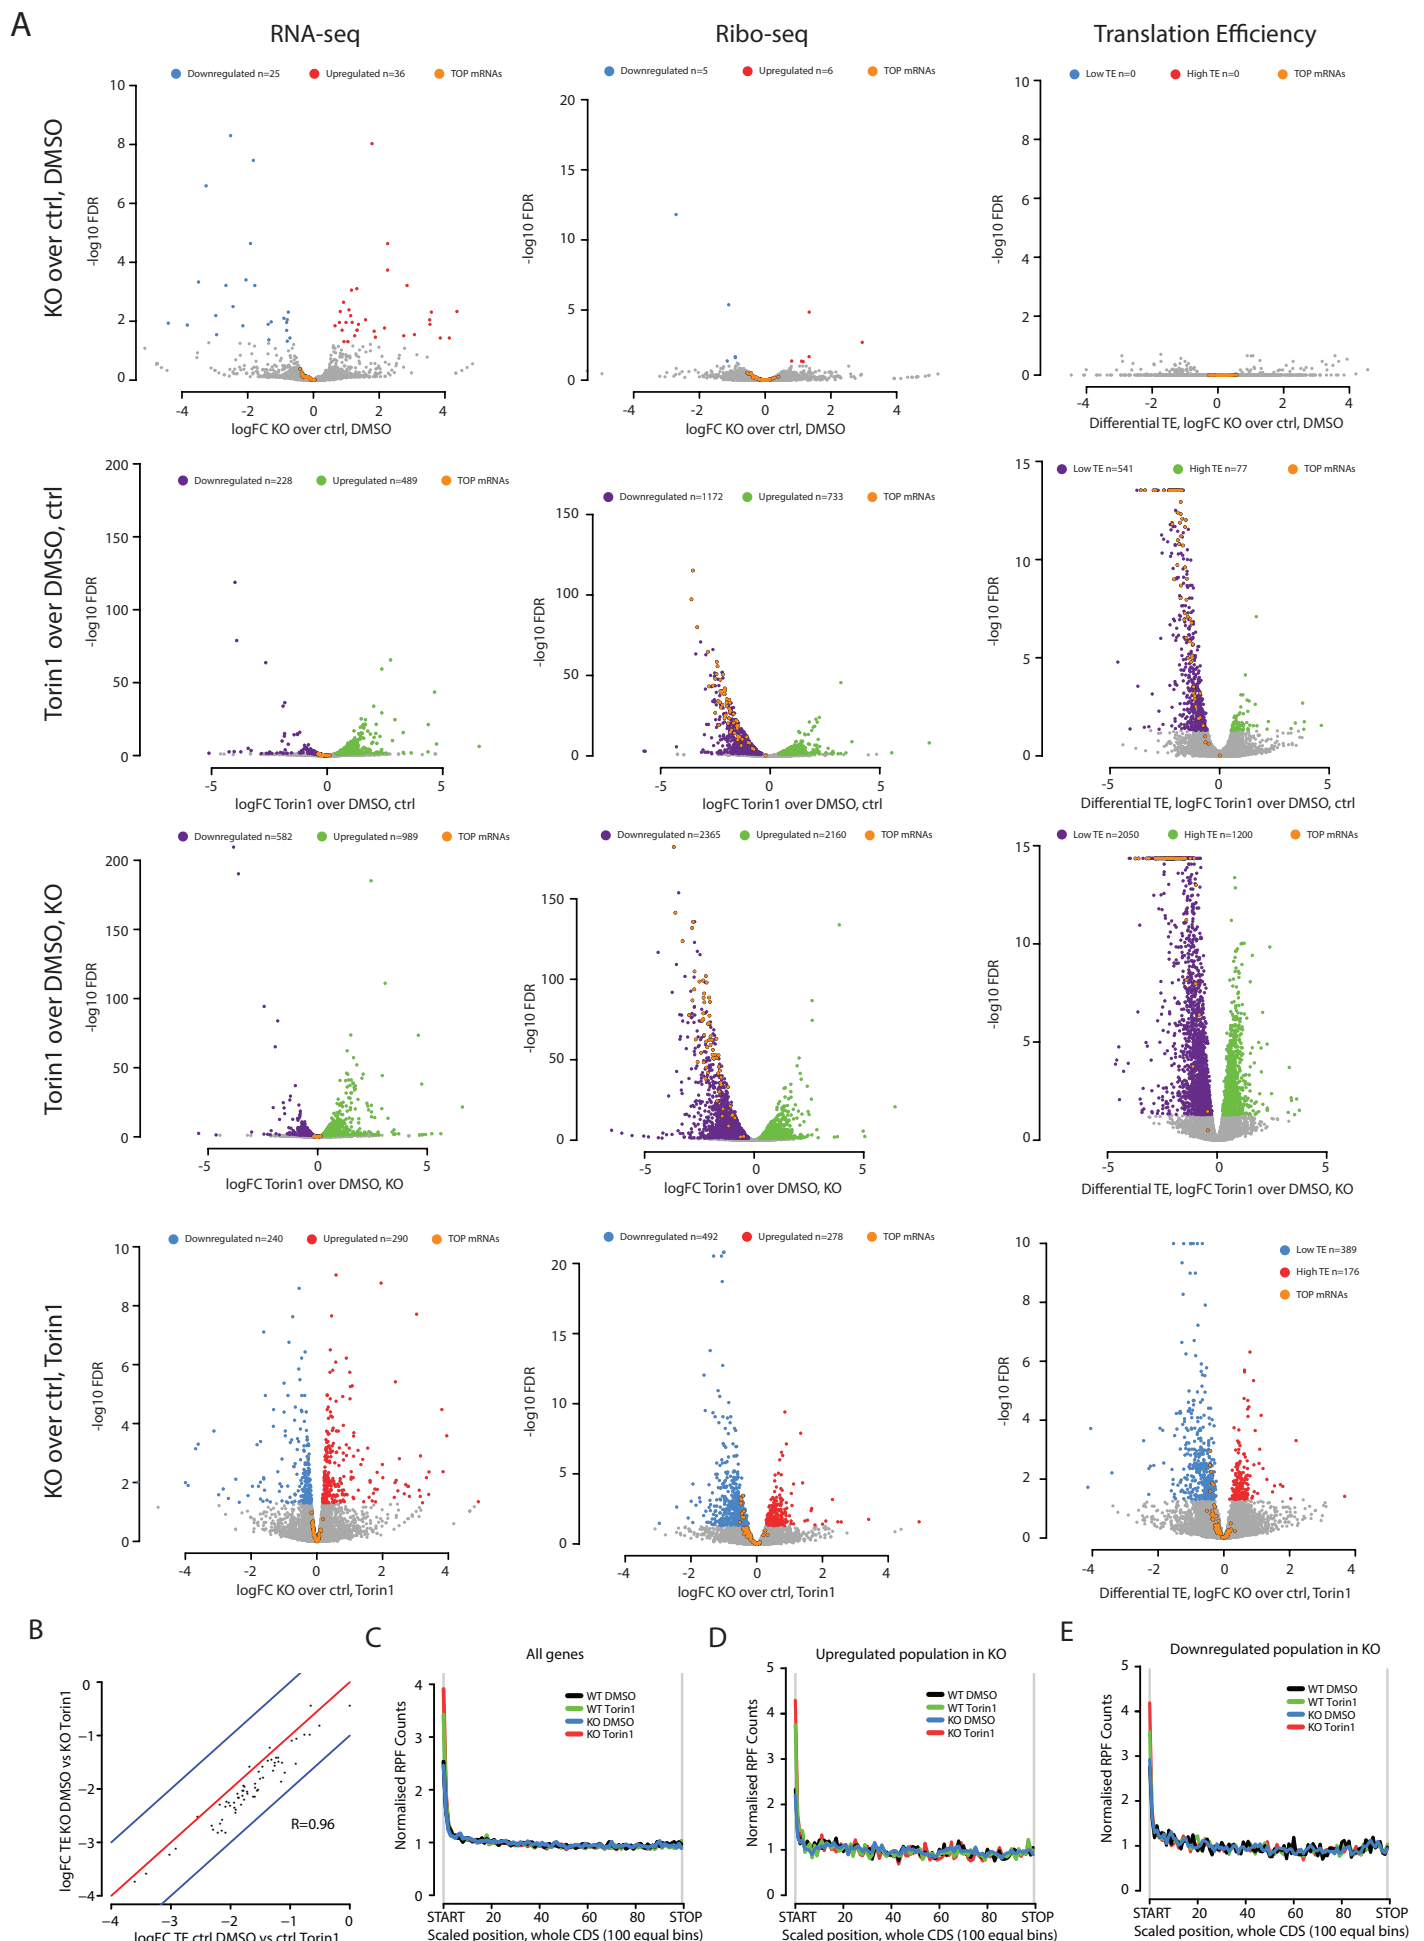

**Figure S6. Representation of the RNA-seq, Ribo-seq and translation efficiency data and the eIF4E3 KO only impacts translation at initiation in Torin1 treatment. A.** Volcano plots for all relevant pairwise comparisons of condi-

tions (by row). The first, second and third columns show the changes for each comparison in RNA-seq, Ribo-seq and Translational Efficiency, respectively. Transcripts showing significant changes are highlighted, as are TOP mRNAs. **B.** Scatterplot of differential translational efficiency comparing DMSO and Torin1 one in ctrl vs KO. **C-E.** Scaled metagene plots for KO and WT (treated and untreated) for Ribo-seq p-site depth across the CDS for all genes (**C**) and genes up-regulated (**D**) and downregulated (**E**) for RPFs in KO vs ctrl. Every CDS in the gene group was split into 100 equal bins and the number of p-sites falling in each was aggregated. These were normalised by counts for each CDS and total counts genome-wide.

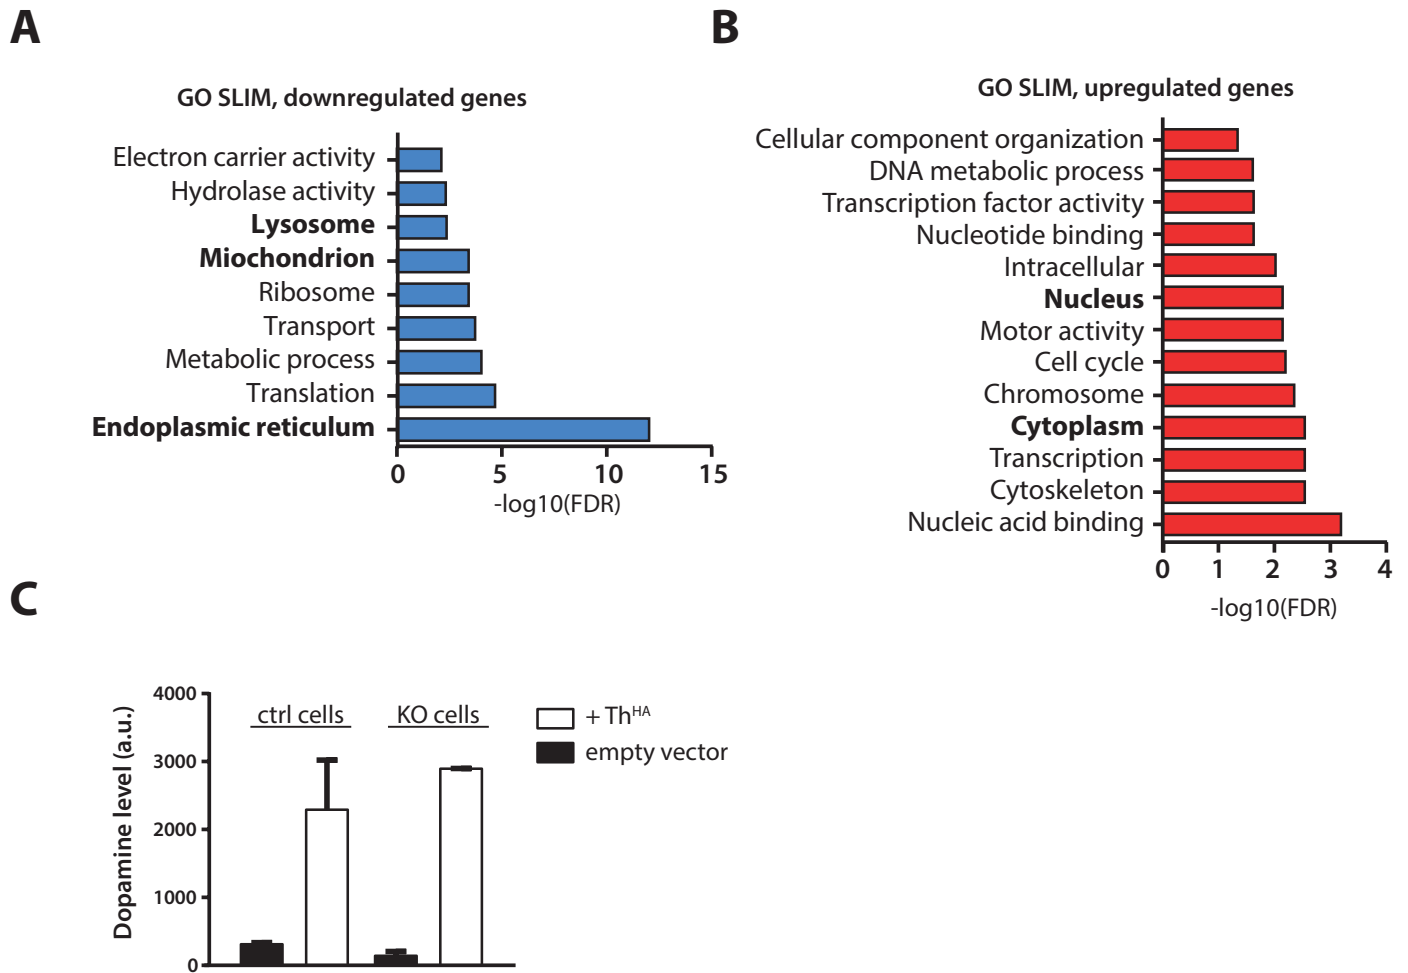

**Figure S7. Down and upregulated genes have distinct cellular localisation and the transduction of Th<sup>HA</sup> restaures the production of dopamine in N2a cells. A-B.** Barplot of FDR values for hypergeometric tests showing enrichment of various GO SLIM terms among genes downregulated (**A**) and upregulated (**B**) in KO vs ctrl, in Torin1. **C.** Histogram of the intracellular dopamine level in ctrl and KO N2a cells transduced with empty vector or with Th<sup>HA</sup>.

How the deposited data were processed for this re-analysis (not part of the article)

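Mouse neuroblastoma N2a cells transfected with guides against Eif4e3 for CRISPR/Cas9 (KO) or with empty vector (ctrl) were treated with 250 nM Torin1 or with DMSO for 2 h, and RNA-seq and ribo-seq were run on the 4 conditions in 3 replicates. All 12 RNA-seq libraries and 11 ribo-seq libraries were used. Ctrl DMSO replicate 2 of the ribo-seq was not analysed here. Every library was assigned to its condition from its label and the column headers of the tables, and Eif4e3 was checked in each of them. In the RNA-seq table of KO against ctrl in DMSO, 2 columns per genotype carry the same replicate number and were used there without a number.

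The authors mapped reads with HISAT2 to mm10 and with bowtie2 to canonical Ensembl transcripts, and deposited 8 tables of counts per CDS, 1 per assay and pair of conditions, without normalization. For ribo-seq, a count is a P-site predicted with riboWaltz. The same tables hold the authors' log2 fold change and average log2 CPM from edgeR. The p-value and FDR columns in those tables are from edgeR as deposited by the authors. The other 2 tables, of TE for KO against ctrl in DMSO and in Torin1, hold the TE of each condition, which the authors computed as the ratio of footprint to mRNA level with RiboDiff, the log2 of the ratio of TE in KO to TE in ctrl, and the p-value and adjusted p-value of the authors' test. The paper states that transcripts with a CPM over 1 in all replicates of at least 1 condition of a pair were kept. This was checked on the deposited counts, and since 86 to 1531 transcripts of each table did not meet it, the filter was applied again.

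Depth and the share of the 10 largest transcripts were taken over the transcripts listed in all 4 tables of an assay. The ribo-seq libraries held 669358 to 5287270 counts and the RNA-seq libraries 17048192 to 28911595. For Eif4e3 in a single library, an exact Clopper-Pearson interval (95%) on its count gives the precision that the depth allows.

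Each pair of conditions was tested from the counts with edgeR 4.0.16 in R 4.3.3, by TMM normalization, a negative binomial model and the quasi-likelihood F-test, with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. TE was tested in one model of the footprint and RNA-seq counts of a pair as the interaction of assay with condition, scaled within each assay. The interaction of genotype with treatment was tested in models of all 4 conditions, for RNA-seq, for footprints and for TE. Lists of genes were tested with camera and fry of limma 3.58.1 (correlation between genes in camera 0.01), with p-values adjusted over the 11 lists. These stand for TOP mRNAs, oxidative phosphorylation, the TCA cycle, antigen processing and presentation, gluconeogenesis and glycolysis, amino acid metabolism, the mitochondrial ribosome, ER translocation and glycosylation, cell cycle and spindle checkpoint, dopamine and ATF4 targets. KEGG and GO terms, the TOP list of the paper's reference and RiboDiff were not used here.

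The genes named are Eif4e3, the genes that the paper names where they passed the threshold between KO and ctrl, Th, and in each comparison the 3 transcripts (2 for Torin1 against DMSO) with the largest increase and the 3 (or 2) with the largest decrease among those called, with a mean of at least 10 counts per library in the higher group and no overlap between the groups, a pattern that chance gives to 10% of transcripts with 3 libraries against 3. For TE the last 2 conditions were judged on footprints. In a list, up to 2 members with the smallest adjusted p were named. Hspa1a, which the paper names, is in no table. A fold change against a group with at most 3 counts in each library is given as a lower bound, computed with 3 counts in place of those counts, and for TE no size is given where footprints are that few.

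Lengths and GC content came from GENCODE mouse release 21 on GRCm38, matched by transcript identifier (20262 of 20351 transcripts, of which 20231 had a complete 5′ end and CDS). The TE groups came from the deposited TE tables. Mean ln lengths and mean GC content were compared by two-sided permutation tests with 100000 resamples (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, figures with matplotlib 3.10.9), adjusted by the Benjamini-Hochberg method. The guide sequences were searched on both strands of the chromosomes.

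The labels give each replicate as a different passage of the cells, so the replicate number may pair libraries. This was checked on the values, by r across transcripts between libraries after the mean of each condition was removed. Between libraries of the same number r was 0.0751 to 0.663 for RNA-seq in DMSO (other pairs -0.512 to 0.360) and 0.0306 to 0.248 with Torin1 (other pairs -0.292 to 0.0686), and -0.0453 to 0.103 for ribo-seq (other pairs -0.103 to 0.100). The ranges overlap in each case, and for ribo-seq these values give no clear pairing. Since the block was not part of the paper's analysis, it was run as an alternative.

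The other alternatives were edgeR's exact test, DESeq2 1.42.0, limma-voom for TE, no scaling beyond library size, all transcripts of the table, at least 10 counts in every library, all 4 conditions in one fit, a limit of 1 on the absolute log2 fold change, an adjusted p under 0.01, a pseudocount of 0.1, other definitions of the groups and lengths, and each library left out in turn. They, the lists and the tests of the comparisons were set before the data were examined. The tests of explanations in the closing section were set after the counts of calls had been seen, and it names those chosen after the very result they bear on. The comparisons of KO with ctrl and the interactions were tested on simulated data in which 200 transcripts, all above a minimum mean count per library, changed by 1 on the log2 scale. The quasi-likelihood test recovered 92% of them for RNA-seq in DMSO and 99% with Torin1, 89.5% for ribo-seq in DMSO and 98% with Torin1, and in TE 42% in DMSO and 98.5% with Torin1. The interactions recovered 77% for RNA-seq, 64% for ribo-seq and 39% for TE. Recovery for transcripts with few counts was not measured and may be lower. In data simulated without a change, which were made for KO against ctrl in RNA-seq and in ribo-seq, 0 transcripts were called in each of these 4 fits.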

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

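The test of the TOP list in the interaction and the test of GC content and length in the ribo-seq interaction were chosen after the results they bear on were seen.

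The effect of the KO on footprints differed between Torin1 and DMSO for 12 of 10804 transcripts by the genotype by treatment interaction, all with fewer footprints in the KO than the difference in DMSO accounts for. Since a count of 12 is small they are named here after their values were seen: Slc7a5 (-1.10), Loxl2 (-1.26), Fbln2 (-1.23), Nomo1 (-1.13), Srebf2 (-1.09), Ganab (-0.97), Tapbp (-1.35), Emc1 (-1.22), Hyou1 (-0.93), Gdpd1 (-1.25), Ybx1 (-0.89) and H2-D1 (-0.88). All 12 were also called between KO and ctrl with Torin1, both in footprints and in TE, 0 were called between KO and ctrl in RNA-seq with Torin1 and 0 in ribo-seq in DMSO, where 5 had fewer footprints in the KO. Without replicate 2 of each condition the count was 0. With the replicate block it was 35, and after each library's trend on GC content and CDS length was also taken out it was 37. Of the 35, 32 (91.4%) were left, and so were all 12, which argues against such a trend as the whole cause. In RNA-seq 0 of 11073 mRNAs passed the same test (108 with an unadjusted p under 0.05). H2-D1 belongs to a family of similar genes, and sharing of its reads was not tested. A difference in the response to Torin1 that depends on eIF4E3 stays open as a hypothesis, as does a difference of another origin between the KO and the ctrl cells, since the paper describes a single KO and a single ctrl population. With 2 ctrl DMSO ribo-seq libraries, 1 of them with 669358 footprints, the ctrl DMSO side of this interaction rests on few libraries.

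The TE of TOP mRNAs fell further with Torin1 in the KO than in ctrl. The genotype by treatment term of TE had a median of -0.26 over the 88 mRNAs, of which 84 were lower, and limma's camera, as a test of the difference between the responses of the cell lines, gave a p of 1.15e-10. The p from fry, which estimates the correlation between the mRNAs of the list, was 0.212. A genotype difference and joint variation of the libraries thus cannot be told apart. Camera presets the correlation between genes at 0.01, and that between TOP mRNAs across libraries was not measured. Without scaling beyond library size the median was -0.21, with 82 of 88 lower, and fry gave a p of 0.249. The footprints of the list fell almost alike, with a median log2 fold change of -1.98 in ctrl and -2.07 in KO cells, while its mRNA had -0.28 in ctrl and -0.07 in KO cells, so the larger part of the difference in TE lies in the RNA-seq. Between KO and ctrl in DMSO the mRNA of the list had a median of -0.24, and 88 of 88 were lower, with an adjusted p of 0.407 from limma's fry. Whether the response of TOP mRNAs differs between the cell lines stays open.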

How the results depend on the processing

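None of the alternatives in this part was chosen after its result was seen. Where a result below changed, the cause was not tested, apart from fits that leave out a library, a limit on the fold change or a stricter p, which by construction have fewer libraries or call fewer transcripts.

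RNA-seq counts moved most. For KO against ctrl in DMSO (2 mRNAs), edgeR's exact test gave 41 (18 lower and 23 higher), DESeq2 21, all 4 conditions in one fit 19, all transcripts of the table 4, no scaling beyond library size 0 (646 mRNAs had an unadjusted p under 0.05 with TMM) and the replicate block 866 (both calls kept). Leaving out a library gave 0 to 10. It was 0 without ctrl DMSO replicate 1, without KO DMSO replicate 1 and without 1 of the ctrl DMSO libraries that carry no number, 10 without the other, and 1 without 1 of the KO libraries that carry no number. For Torin1 in ctrl (299), the exact test gave 744, DESeq2 723, all 4 conditions in one fit 1221, the replicate block 1328 (299 shared) and a limit of 1 on the absolute log2 fold change 132. Leaving out a library gave 114 (without ctrl Torin1 replicate 2) to 1465 (without ctrl DMSO replicate 3), with 146 without ctrl DMSO replicate 1 and 116 and 135 without ctrl Torin1 replicates 1 and 3. For Torin1 in KO (1097), the values were 558 for all 4 conditions in one fit, 1797 with the replicate block (1097 shared) and 131 with the limit on the fold change. Leaving out a library gave 438 (without KO Torin1 replicate 2) to 1465 (without KO DMSO replicate 2), with 550 without KO DMSO replicate 1 and 579 and 502 without KO Torin1 replicates 1 and 3. For KO against ctrl with Torin1 (216), they were 484 with the exact test, 342 with DESeq2, 6 for all 4 conditions in one fit, 1041 with the replicate block (216 shared) and 25 with the limit. Leaving out a library gave 6 (without ctrl Torin1 replicate 3) to 174, with 102 without ctrl Torin1 replicate 1 and 116, 63 and 43 without KO Torin1 replicates 1, 2 and 3.

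Ribo-seq counts moved less. For KO against ctrl in DMSO (3), the exact test gave 10, at least 10 counts in every library 1, and leaving out a KO library 1 (without replicate 1 and without replicate 3) to 2. For Torin1 in ctrl (1670), DESeq2 gave 956, the limit on the fold change 688 and leaving out a ctrl Torin1 library 845 (replicate 3) to 1612, with 871 without replicate 2. For Torin1 in KO (4390), the limit gave 1199 and leaving out a library 3527 to 4186. For KO against ctrl with Torin1 (651), DESeq2 gave 422, all 4 conditions in one fit 412 (326 lower and 86 higher), the limit 91 and leaving out a library 343 (without KO Torin1 replicate 2) to 512, with 417 without ctrl Torin1 replicate 1 and 424 without KO Torin1 replicate 1. Scaling moved directions. For Torin1, 1062 of 1670 (63.6%) in ctrl and 2391 of 4390 (54.5%) in KO cells were lower with TMM, against 684 of 2375 (28.8%) and 1532 of 5298 (28.9%) without scaling beyond library size, where the median log2 fold change of all transcripts was 0.23 and 0.26 (3531 calls shared in KO and 1292 in ctrl).

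TE between KO and ctrl in DMSO gave 0 under each alternative (426 with an unadjusted p under 0.05). For Torin1 in ctrl (488), leaving out a replicate gave 262 (without ctrl Torin1 replicate 2) to 820 (without ctrl DMSO replicate 2, an RNA-seq library), with 304 without ctrl Torin1 replicate 3. Of these, the higher ones numbered 4 to 157, against 40 of the 488. In KO (2990) leaving out a replicate gave 2079 to 3305. The split of 448 lower of 488 (91.8%) became 325 of 508 (64%) without scaling beyond library size, and 1871 of 2990 (62.6%) became 1192 of 3892 (30.6%). For KO against ctrl with Torin1 (299), DESeq2 gave 506, limma-voom 161, the replicate block 541 (370 lower and 171 higher) and leaving out a replicate 111 to 213, with 148, 190 and 166 without ctrl Torin1 replicates 1, 2 and 3 and 111 and 142 without KO Torin1 replicates 1 and 2. The ribo-seq interaction (12) was 38 with DESeq2, 35 with the replicate block (32 lower and 3 higher, 12 shared) and 0 without replicate 2 (738 with an unadjusted p under 0.05 in the full data). The TE interaction (0) was 16 with DESeq2 and the RNA-seq interaction 0 throughout.

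Of the 11 lists, 10 passed under camera, 5 under fry, and 8 to 10 with a library left out. The TCA cycle was lost without KO Torin1 replicate 2 (median -0.09), the mitochondrial ribosome (-0.08) and the cell cycle list (0.07) without ctrl Torin1 replicate 1, and amino acid metabolism without ctrl Torin1 replicate 3 (-0.11) and without KO Torin1 replicate 2 (-0.08). For TOP mRNAs, r (0.966) was 0.962 with ribosomal proteins alone and 0.957 to 0.968 with a library left out. The median fall of -1.75 in ctrl was -1.58 without scaling beyond library size and -1.85 to -1.70 with a library left out, and that of -2.05 in KO was -1.81 and -2.11 to -1.99. The lowest r within a condition was 0.980 for RNA-seq with at least 10 counts in every library and 0.922 for ribo-seq with a pseudocount of 0.1. With an adjusted p under 0.01, the calls shared with the deposited tables were 0, 100, 392 and 26 for RNA-seq (KO against ctrl in DMSO, Torin1 in ctrl, Torin1 in KO, KO against ctrl with Torin1), 1, 839 and 277 for ribo-seq in DMSO, for Torin1 in ctrl and for KO against ctrl with Torin1, and 85 for TE with Torin1.

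Differences in mean ln length depended on the groups. With the groups from the fits made here, High TE against No TE change lost its call in the 5′ TL (0.252) and in the CDS (0.11), and High TE against Low TE lost it in the mRNA (0.0844). The differences that changed sign were CDS High TE against Low TE (-0.0421), 3′ UTR High TE against No TE change (0.143) and mRNA Low TE against No TE change (0.0401), none of them past the threshold before or after. With medians in place of mean ln lengths, Low TE against No TE change lost its call in the 5′ TL (-28.5 nt), High TE against Low TE in the mRNA (81 nt), and mRNA Low TE against No TE change changed sign (168 nt). Against all transcripts with an FDR over 0.4, High TE lost its call in the 5′ TL (0.15), and Low TE gained calls in the CDS (0.0873) and the 3′ UTR (-0.192). The 5′ TL difference between High TE and Low TE kept its call under each of these.

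For 57 single transcripts, leaving out a library gave 306 values, of which 240 kept direction and call, 60 lost the call and 6 changed sign, and the other alternatives gave 306, of which 294 kept them, 11 lost the call and 1 changed sign. The changes of sign were those of Th in DMSO, which is near 0: -0.10 to 0.17 in RNA-seq, -0.23 to 0.36 in ribo-seq and -0.41 to 0.35 in TE with a library left out (below 0 in ribo-seq and TE without KO DMSO replicate 3, in TE also without ctrl DMSO replicate 2, at -0.08, and in RNA-seq without KO DMSO replicate 1 and without 1 library of each genotype that carries no number), and -0.0581 in TE without scaling beyond library size. Calls of named transcripts were lost as follows, with the log2 fold change without the library, except for transcripts with at most 3 counts in each library of a condition. In RNA-seq in DMSO, Eif4e3 and Magea8 lost theirs without ctrl DMSO replicate 1 (-1.95 and 1.82), without KO DMSO replicate 1 (-2.01 and 1.73), without 1 ctrl library that carries no number (-1.95 and 1.71) and without scaling beyond library size, and Magea8 also without either KO library that carries none (1.8 and 1.81). With Torin1, Aldh4a1 lost its call without ctrl Torin1 replicates 1 (-1.8), 2 (-1.47) or 3 (-1.89) or KO Torin1 replicates 2 (-1.34) or 3 (-1.91), 3830417A13Rik without ctrl Torin1 replicate 1 (2.02) or KO Torin1 replicate 3 (2.45), and Gm20696 (-1.65), Lrrc4c (2.77) and Magea8 (1.72) without ctrl Torin1 replicate 3. Fitting all 4 conditions together also lost Aldh4a1, Gm20696 and 3830417A13Rik. In ribo-seq in DMSO, Dbh lost its call without KO DMSO replicates 1 (-1.10), 2 (-1.06) or 3 (-1.13), and Tmsb4x without 1 (1.26) or 3 (1.33). With Torin1, Cdc5l lost it without ctrl Torin1 replicates 1 (0.34) or 2 (0.35) or KO Torin1 replicates 2 (0.37) or 3 (0.35), with DESeq2 and with all 4 conditions in one fit, Nrcam without ctrl Torin1 replicate 2 (1.39) or KO Torin1 replicates 2 (2.14) or 3 (1.81) and with all 4 conditions in one fit, Crb2 without ctrl Torin1 replicates 1 (-1.61) or 2 (-2.15) or KO Torin1 replicates 2 (-1.77) or 3 (-1.57), and Gsto1 without ctrl Torin1 replicate 2 (1.43) or KO Torin1 replicate 2 (1.52). Slc8a2, known as a bound, lost it without the same libraries as Gsto1. In TE for Torin1, Sesn2 (1.50) and Papln lost it without ctrl Torin1 replicate 2, and Lamb2 without KO DMSO replicates 1 or 2 or KO Torin1 replicate 1. In TE between KO and ctrl with Torin1, Zxdb lost it without ctrl Torin1 replicates 1 (-1.64) or 3 (-2.15) or KO Torin1 replicates 2 (-1.76) or 3 (-1.91), Slc8a2 without replicate 1 or 2 of ctrl Torin1 or KO Torin1, Lama5 without ctrl Torin1 replicate 3 (-1.64) or KO Torin1 replicate 1 (-1.66), Ap3m2 without ctrl Torin1 replicates 1 (1.02), 2 (1.44) or 3 (1.44) or KO Torin1 replicates 1 (1.19) or 2 (1.26), and Zcchc7 without ctrl Torin1 replicate 2 (0.97) or KO Torin1 replicate 1 (0.93).

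Among the 57 results of single transcripts that were run under the alternatives, the replicate block changed the call of Sesn2 in TE (1.44 with the block) and no other. Gm20696 in DMSO, the members of the lists and the transcripts of the interaction were not run singly. It moved the remaining counts by less than 1.5 times, though not all calls were kept: 1787 in ribo-seq for Torin1 in ctrl (1433 shared), 4759 in KO (4365 shared), 776 between KO and ctrl with Torin1 (645 shared) and 4 in DMSO (3 shared), and in TE for Torin1 457 in ctrl (391 shared) and 3429 in KO (2980 shared). Depth limits transcripts with few footprints, such as Eif4e3 with 4 in KO Torin1 replicate 3 and those given as bounds. Leaving out a ctrl DMSO ribo-seq library, which leaves 1, was not run, and neither was TE of TOP mRNAs from deposited tables, which cover KO against ctrl alone. Alternatives with ctrl DMSO replicate 2 of the ribo-seq were not analysed here.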

Differences from the paper's values

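The paper's count of mRNAs altered by the KO in DMSO is 36, and here it was 2. Of the 14 alternatives set before the data were examined, edgeR's exact test gave 41, within 1.5 times the paper's 36, and none of the other 13 closed the gap: DESeq2 gave 21, all 4 conditions in one fit 19, and the replicate block 866. The authors' deposited table has 61 transcripts past an FDR of 0.05, of which 36 are higher in the KO and 40 pass the filter used here. If the paper's 36 counts the higher ones alone, the value to set against it is 1 here and 23 with the exact test, and none of the 14 alternatives is within 1.5 times.

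The paper's correlation of TE changes for TOP mRNAs between ctrl and KO is 0.96, and here it was 0.966, a difference larger than 1 SD over the fits that each left out a library. Of the alternatives set before the data were examined, 8 closed it: ribosomal proteins alone (0.962) and leaving out any of the ctrl Torin1 or KO DMSO libraries or KO Torin1 replicate 3. The 4 that did not by this measure were no scaling beyond library size and leaving out ctrl DMSO replicate 2, KO Torin1 replicate 1 or KO Torin1 replicate 2. The difference is small and counts as one because r hardly varied between those fits, and at the 2 decimals of the paper's 0.96 leaving out ctrl DMSO replicate 2 or KO Torin1 replicate 2 also gives the paper's value.

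For transcripts with a higher TE under Torin1 in ctrl cells, the paper's count is about 77 in Supplementary Figure S6A, read by eye, and here it was 40. Of the alternatives set before the data were examined, DESeq2 (73), limma-voom (61) and at least 10 counts in every library (58) closed the gap, and the other 6 did not: no scaling beyond library size (183), the replicate block (35), and leaving out ctrl DMSO replicate 2 (157) or ctrl Torin1 replicates 1 (7), 2 (4) or 3 (4).

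The paper has Eif4e3 as the mRNA with the strongest decrease in the KO. Here Gm20696, whose CDS lies within that of Eif4e3, had a log2 fold change of -2.52 against -2.05 for Eif4e3, with an adjusted p of 0.0517 that did not pass the threshold.

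The paper has no difference in CDS and mRNA length between the TE groups. Here the CDS of the High TE group was longer than that of the No TE change group (difference in mean ln length 0.22, adjusted permutation p = 0.00789), and the mRNA of the High TE group was longer than that of the Low TE group (0.14, adjusted permutation p = 0.0255).

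The paper has the TE of TOP mRNAs decrease alike in ctrl and KO cells. Here 84 of 88 decreased more in the KO, with a median difference of -0.29 on the log2 scale.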

Other observations

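The tests of the sign of the KO effect in RNA-seq and in TE, of the overlap of Gm20696 with Eif4e3, and of GC content and length in RNA-seq in DMSO were chosen after the results they bear on were seen.

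A hypothesis was that the differences between KO and ctrl seen with Torin1 are there without the drug too, under the threshold. The libraries with and without Torin1 share none. Of 214 mRNAs called in RNA-seq with Torin1 and tested in DMSO, 98.6% had a fold change of the same sign in DMSO, against 75.1% of all mRNAs tested in both, and the slope of the DMSO on the Torin1 value was 0.954. Of 646 called in ribo-seq, 79.6% had the same sign, against 62.5% of all 10564 transcripts, with a slope of 0.296, and of 297 called in TE, 70.7% did, against 56.9% of all, with a slope of 0.208. For RNA-seq this is in line with one KO effect in both treatments. For footprints and TE it is consistent with a part of the effect being there without Torin1, but slopes of transcripts chosen for their value with Torin1 are pulled toward 0, and the rest may depend on the drug. A comparison called with Torin1 and not in DMSO does not show that they differ. By edgeR, the test of that difference itself called 12 transcripts in footprints, 0 of 10549 in TE (607 with an unadjusted p under 0.05) and 0 of 11073 in RNA-seq (108). DESeq2 called 38 in footprints, 16 in TE and 0 in RNA-seq.

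Another hypothesis was that the count of 0 in TE in DMSO comes from fewer and shallower ribo-seq libraries. With the Torin1 ribo-seq cut down to the DMSO design, 1 ctrl library left out and another thinned, the median over 6 fits was 200.5 calls (149 to 287), or 67.1% of the full number, which argues against the ribo-seq design alone as the cause. The spread between replicates also differs: the biological coefficient of variation was 0.151 for RNA-seq in DMSO and 0.0658 with Torin1, and 0.144 and 0.0703 in the TE models. When the 297 TE changes fitted with Torin1 (median size 0.70 on the log2 scale) were planted in counts simulated from the DMSO libraries, a median of 19% were called (16.8 to 22.9% over 10 simulations), and 54.3% of the 58 larger than 1. These simulations had a median of 59.5 calls, against the 0 found, which argues against changes of the full fitted size that were merely missed. Smaller changes in DMSO stay open.

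A further hypothesis was that the KO responds more strongly to Torin1. The KO effect on footprints with Torin1 correlated with the effect of Torin1 in ctrl, taken from libraries that the KO effect did not use, with r of 0.268 to 0.364 across 10804 transcripts for the 3 choices of ctrl Torin1 library. This could have come out at 0 and is consistent with a larger response in the KO to the same drug, a candidate explanation beside a separate set of eIF4E3 targets. It was not tested against a difference of another origin between the KO and ctrl populations.

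The relation of TE with the length of the 5′ TL was set against other features of the transcripts. The permutation p for a shorter 5′ TL of the Low TE group was 0.00181 within classes of expression and 0.00348 within classes of CDS length and GC content, and for the longer 5′ TL of the High TE group 0.00137 and 4.8e-04. These values argue against expression level and the composition of the CDS as the whole cause. Of the TOP list, 8 mRNAs are in the Low TE group, 5 in the No TE change group and 0 in the High TE group, too few to make up the differences, so that the p-values without them, 0.00242 for Low TE and 0.00146 for High TE by permutation, could hardly have moved and add nothing to these numbers. Across 10471 transcripts, Spearman's rho of 5′ TL length with the TE change between KO and ctrl was 0.108 with Torin1. In DMSO it was -0.0871, of the opposite sign, although 0 transcripts were called in TE in DMSO. The permutations shuffle transcripts and leave out variation between libraries, and the DMSO value rests on 2 ctrl ribo-seq libraries. It therefore does not decide whether the populations have the same relation without the drug. A weak rho across all transcripts can thus arise without a called difference. In the response of ctrl cells to Torin1 rho was 0.169, and in that of KO cells 0.258 (each of these 4 has a permutation p of 0.0001, the smallest that 10000 permutations can give). The libraries of ctrl Torin1 enter the comparison with KO and the response of ctrl in opposite directions, so noise in them would part the 2 values rather than join them. A rho of the same direction was thus also found in ctrl cells that have eIF4E3. The link of short 5′ TLs with low TE may be part of the response to Torin1, though variation between libraries was not tested for any of these values.

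GC content and CDS length were tested as a trend per library in the fits with the replicate block. With the trend taken out, 79% of the 985 calls of RNA-seq between KO and ctrl with Torin1 were left, 51.2% of the 782 of ribo-seq and 69.9% of the 525 of TE, against a limit, set before these results were seen, of over 50% to argue against a trend as the whole cause and under 10% to argue for it. All 3 pass, ribo-seq only just, so for the ribo-seq calls beyond the 400 kept a trend stays open. The direction of the RNA-seq calls with Torin1 shifted, from 467 lower of 985 to 704 lower of 1178, although the 778 shared calls kept their sign. In RNA-seq in DMSO, 49.7% of the 857 calls were left and the corrected fit called 905, of which 522 were lower in the KO against 267 of the 857 before, which lies between the limits, so such a bias and a KO effect cannot be told apart for these calls.

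Other splits of the same 6 libraries into 3 against 3 were tested for each comparison with 3 libraries a side, which makes 10 splits and a smallest share of 0.1, so no share can be under 0.05. For RNA-seq between KO and ctrl in DMSO, 2 of the 10 splits gave as many calls. The other one, KO DMSO replicates 1 and 3 with ctrl DMSO replicate 3 against the rest, gave 194, and among the splits that part all 3 pairs of replicates the highest other count was 1. A difference between libraries that is not the genotype may thus be larger than that of the genotype in DMSO, which the replicate block does not remove if it is not shared by passage. For RNA-seq between KO and ctrl with Torin1, 1 of the 10 splits gave as many (highest other 31, and 0 among those that part all pairs), and for TE of the same comparison 1 of 10 (highest other 1). The split was also 1 of 10 for RNA-seq with Torin1 in ctrl and in KO, for ribo-seq with Torin1 in KO and between KO and ctrl, and for TE with Torin1 in KO, where each other split gave 0. For the lists it was 1 of 10, with up to 7 lists in the other splits and up to 4 in those that part all pairs, and for the TOP median in KO 1 of 10, with at most 0.746 against 2.05 in size. For the RNA-seq interaction, the real count is 0, so that all 41 splits drawn give at least as many by construction, and the comparison decides nothing.

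Members of the ATF4 list fell in RNA-seq with Torin1, with a median log2 fold change of -0.39 in ctrl (26 of 26 lower, adjusted p = 2.94e-39 from limma's camera and 6.59e-04 from fry, 9 called over all mRNAs and 17 adjusted over the list alone) and of -0.33 in KO cells (26 of 26 lower, adjusted p = 3.09e-46 from limma's camera and 0.00142 from fry, 17 and 22). Of the antigen processing list, 2 of 37 transcripts passed the ribo-seq interaction over all transcripts and 16 adjusted over the list alone, and of the ER translocation list 0 and 4 of 28.

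All 222 nt of the CDS of Gm20696 and 373 of its 3560 exon nt lie in Eif4e3 on the same strand, so reads of Eif4e3 can be counted for it. No biological explanation was tested for its values.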
